# Enhancing co-translational folding of heterologous protein by deleting non-essential ribosomal proteins in *Pichia pastoris*

**DOI:** 10.1186/s13068-019-1377-z

**Published:** 2019-02-21

**Authors:** Xihao Liao, Jing Zhao, Shuli Liang, Jingjie Jin, Cheng Li, Ruiming Xiao, Lu Li, Meijin Guo, Gong Zhang, Ying Lin

**Keywords:** Heterologous protein, *Pichia pastoris*, Ribosomal protein, Translation, Co-translational folding

## Abstract

**Background:**

Translational regulation played an important role in the correct folding of heterologous proteins to form bioactive conformations during biogenesis. Translational pausing coordinates protein translation and co-translational folding. Decelerating translation elongation speed has been shown to improve the soluble protein yield when expressing heterologous proteins in industrial expression hosts. However, rational redesign of translational pausing via synonymous mutations may not be feasible in many cases. Our goal was to develop a general and convenient strategy to improve heterologous protein synthesis in *Pichia pastoris* without mutating the expressed genes.

**Results:**

Here, a large-scale deletion library of ribosomal protein (RP) genes was constructed for heterologous protein expression in *Pichia pastoris*, and 59% (16/27) RP deletants have significantly increased heterologous protein yield. This is due to the delay of 60S subunit assembly by deleting non-essential ribosomal protein genes or 60S subunit processing factors, thus globally decreased the translation elongation speed and improved the co-translational folding, without perturbing the relative transcription level and translation initiation.

**Conclusion:**

Global decrease in the translation elongation speed by RP deletion enhanced co-translational folding efficiency of nascent chains and decreased protein aggregates to improve heterologous protein yield. A potential expression platform for efficient pharmaceutical proteins and industrial enzymes production was provided without synonymous mutation.

**Electronic supplementary material:**

The online version of this article (10.1186/s13068-019-1377-z) contains supplementary material, which is available to authorized users.

## Background

*Pichia pastoris* is a widely used platform for heterologous protein expression, which is a “generally regarded as safe” (GRAS) microorganism. Unlike the bacterial expression systems, which lack the modification enzymes, *Pichia pastoris* is able to produce heterologous proteins with post-translational modifications, especially glycosylation, which is crucial for optimal properties of many pharmaceutical proteins. Over 5000 proteins were manufactured in *P. pastoris* (data from RCT *Pichia* technology), most of which are industrial enzymes and biopharmaceutical proteins [1, 2]. However, due to the remarkable codon preference and tRNA content against the other species, heterologous proteins expressed in *Pichia pastoris* often encounter folding problem, which severely limited their production efficiency [3]. To solve this problem, current strategies mainly focus on codon optimization, protein refolding, and secretion pathway engineering [2, 4, 5]. However, these methods are successful only for a small fraction of proteins, and intensive trials and modifications are often necessary.

Recent studies have revealed that the amino acid sequence does not guarantee correct folding of proteins. The translational pausing sites, which are mediated by clustered but non-consecutive slow-translating codons, coordinate protein biosynthesis and co-translational folding [6]. Translational pausing sites are highly correlated with protein structural domains [7–9]. Therefore, rational design of translational pausing sites via synonymous substitutions may largely enhance the folding efficiency of heterologous proteins and thus yield large amount of active proteins [10, 11]. Although the small proteins with robust folding landscape and rigid native structure do not need translational pausing to fold correctly [12], global perturbation of translational pausing leads to massive aggregation in bacteria [13], demonstrating that a large fraction of the proteins fold in a co-translational folding-dependent manner. For example, green fluorescent protein (GFP) is a eukaryotic protein containing 11 beta-sheet structures and its folding yield was significantly increased by co-translational folding in *E. coli* [14]. Another protein, phytase (Phy) from *Citrobacter amalonaticus* CGMCC 1696, has 95% homology to *E. coli*-derived phytase which consists of one α-domain containing five α-helices and a β-hairpin, and one α/β-domain including seven β-sheets and four α-helices [15]. These proteins are beta-sheet rich or multi-domain and aggregation prone, which may require higher co-translational folding efficiency.

Although a rational design of translational pausing showed its distinguished power in optimizing soluble expression of heterologous proteins, it still necessitates intensive computational and experimental efforts, which often includes numerous synonymous mutations. In addition, rational design requires structural knowledge of the target protein, which is often not available. These obstacles restricted the application of this strategy. Therefore, a more general expression platform is preferred in case that the rational design of translational pausing could not be applied. The microorganisms tend to suppress translation system under stress conditions to save energy, including oxidative stress [16], hypoxia, unfolded protein stress [17–19] and extensive protein expression [20–22]. In *P. pastoris*, overexpression of xylanase A leads to significant down-regulation of numerous ribosomal proteins, including 21 large subunit ribosomal proteins (RPL) and 9 small subunit ribosomal proteins (RPS) [23]. Global deceleration of translation elongation would enhance the folding efficiency of proteins [6, 16] and thus may provide a universal expression platform for heterologous proteins without the necessity of intensive synonymous mutations. Notably, a number of ribosomal proteins (RPs) in *P. pastoris* are non-essential, i.e., deletion strains of these RPs are not lethal, although impairing the growth, indicating that the translation rate is down-regulated. This provided a number of candidates of “slow ribosomes” to enhance the soluble expression of heterologous proteins.

In this study, 27 RP deletion strains of *P. pastoris* were analyzed and two heterologous proteins, eGFP and Phy, driven by the *AOX1* promoter, were expressed in them. RP deletion did not alter the relative mRNA level and translation initiation efficiency. 16 RP deletion strains significantly improved the expression efficiency, indicating that the decelerated translation elongation promoted the co-translational folding of heterologous proteins.

## Results

### Expression efficiency analysis of heterologous protein in RP deletion strains

Due to the incomplete annotation of *P. pastoris* genome, the *P. pastoris* GS115 genome (http://bioinformatics.psb.ugent.be/blast/moderated/?project=orcae_Picpa) was searched for the RP homologs using the RP gene sequences of *S. cerevisiae* [24]. Compared to 79 RPs encoded by 138 genes in *S. cerevisiae* [25], 77 RPs are encoded by 86 genes and the homologous proteins of Rpl27 and Rpl41 from *S. cerevisiae* are missing in *P. pastoris* (Additional file 1: Table S1). Only nine RPs are encoded by a pair of paralogous genes that, in most cases, encode identical or very similar protein products in *P. pastoris* (Additional file 2: Table S2). These findings indicated that the number and composition of the RPs of two budding yeasts are totally different. In this study, 27 RP deletion strains were successfully constructed, which suggest these RPs are non-essential in *P. pastoris* (Additional file 2: Figure S1, Additional file 3: Table S5).

*P. pastoris* strains were transformed only with low amounts of the *Mss*I-linearized expression cassettes (0.5–1 μg of DNA) to avoid multi-copy integration [26] and yield single copy eGFP or Phy gene in the *P. pastoris* GS115 genome confirmed by the quantitative real-time PCR (Additional file 2: Table S3). In total, 16 RP deletion strains significantly increased the expression of both eGFP and Phy (Fig. 1, Additional file 2: Figure S2). Most of these “enhancing deletion strains” (12 out of 16) were RPL (RP of the large subunit) deletants, indicating that RPLs are important determinants of heterologous protein expression in *P. pastoris*.

**Fig. 1:**
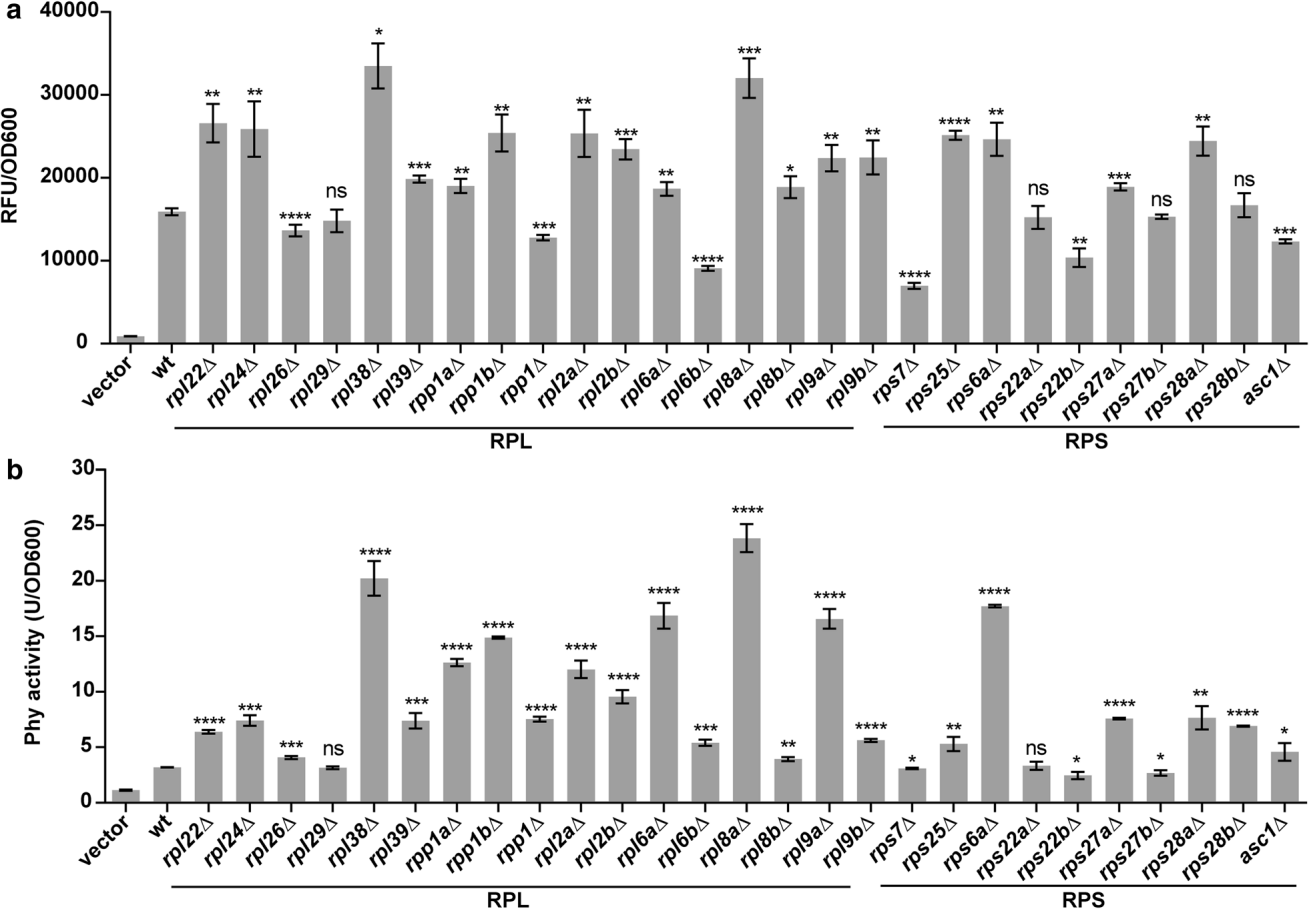
Heterologous protein expression in RP deletion strains. Specific expression of two heterologous proteins (**a** eGFP and **b** Phy) in the wild-type and RP deletion strains. The wild-type strain transformed with empty vector pPICZαA was used as negative control. All strains were fermented in the liquid BMMY for 120 h by feeding 1% methanol per 24 h. Expression levels were measured by the relative fluorescence units (RFU) or enzyme activity and OD_600_. Error bars represent s.d. across three biological replicates. Significance against wild type is indicated as: *p < 0.05; **p < 0.01; ***p < 0.001, *t* test

### The relative transcription and translation initiation of Phy in RP deletion strains

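Cultures of the wild-type strain (wt) and of the *rpl38*∆, *rpl9a*∆, *rps7*∆ and *rps25*∆ strains, each lacking 1 ribosomal protein gene and carrying the phytase gene (Phy) behind a methanol-induced promoter, were sampled at 24, 48 and 72 h in methanol medium. After treatment with cycloheximide, which holds ribosomes on the mRNA, each sample was divided. One part gave total RNA, and from the other the ribosome–nascent chain complexes were spun down for the mRNA attached to them (RNC-mRNA). Both were selected for polyA+ mRNA and sequenced on an Illumina instrument in 2 replicates of each strain and time, 60 libraries in all. The authors kept the reads that passed the Illumina quality filters and deposited, for each library, the reads counted on each of 5319 host genes together with an rpkM. Phy is in none of these gene lists, and its reads, rpkM and translation ratio were deposited in 1 separate table. The aligner, the counting tool and the genome build are not given in the sources used here. The rpkM of the host genes, recomputed from the counts, the listed gene lengths and the summed host gene reads of the library, differed from the deposited values by at most 0.000117%.
Host gene reads per mRNA library ran from 4906048 to 10784118 in wt (median 8966194), from 2970406 to 7314918 in *rpl38*∆ (5051229), from 3984747 to 8990055 in *rpl9a*∆ (7651076), from 3404340 to 9941690 in *rps7*∆ (6595444) and from 3096579 to 15476958 in *rps25*∆ (4814648). The RNC-mRNA libraries held 2257857 to 9363146 reads in wt (median 3812358), 1508702 to 6597565 in *rpl38*∆ (4253686), 2288169 to 7433696 in *rpl9a*∆ (4303680), 2792012 to 7610894 in *rps7*∆ (5155934) and 2945119 to 13532265 in *rps25*∆ (5764782). The replicates of a group had correlations of log2 counts over genes between 0.946 and 0.998 in mRNA and between 0.889 and 0.994 in RNC-mRNA. In all of these replicate comparisons the counts differed by more than the sampling noise. The lowest chi-square per degree of freedom was 2.36 in mRNA and 2.88 in RNC-mRNA, so every library was counted as a replicate of its own. Replicate 2 of the *rpl9a*∆ RNC-mRNA at 72 h stood apart from the mRNA of its own strain and time, between log2 counts taken relative to the mean of the assay. The higher of its 2 correlations over genes with these mRNA libraries was −0.37. For the other 29 RNC-mRNA libraries the higher of the 2 was at least 0.588. The lower of the 2 was 0.341 and 0.0629 in replicates 1 and 2 of *rpl9a*∆ at 48 h, whose mRNA replicates lay apart.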

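The gene deleted in each strain was looked up first by its ID in Table S1. *RPL38* (Pipas_chr1-4_0412) had 0 to 3 mRNA reads per library in the 6 *rpl38*∆ libraries and at least 22 in each of the 24 other mRNA libraries. *RPL9A* (Pipas_chr1-1_0236) had 3 to 10 reads in *rpl9a*∆ and at least 165 elsewhere, *RPS7* (Pipas_chr4_0211) had 2 to 16 in *rps7*∆ and at least 396 elsewhere, and *RPS25* (Pipas_chr2-2_0326) had at most 9 in *rps25*∆ and at least 183 elsewhere. In RNC-mRNA the highest count in the own strain was 10 for *RPL38*, 31 for *RPL9A*, 72 for *RPS7* and 15 for *RPS25*, against lowest counts of 146, 444, 740 and 405 in the other strains. In neither assay did the CPM (reads per 1000000 host gene reads) of a deleted gene in its own strain reach its lowest value in another strain. *RPL9B* (Pipas_chr1-1_0382) is the paralog of *RPL9A*, and reads could be shared between them. In *rpl9a*∆ mRNA at 24 h, where *RPL9B* was at 441 TMM-scaled CPM, *RPL9A* was at 1.51. This argues against many *RPL9B* reads being counted on *RPL9A*. Whether *RPL9A* reads were counted on *RPL9B* in strains with both genes was not tested, and the *RPL9B* values keep that uncertainty. *RPL9B* mRNA in *rpl9a*∆ lay below wt by a log2 fold change of −1.27 averaged over the 3 times (standard error 0.196, adjusted p = 1.2e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). By the same test it was also lower in *rpl38*∆ (−2.13, adjusted p = 7.5e-09) and *rps7*∆ (−1.44, 7.9e-07), but not in *rps25*∆ (−0.08, 0.700). A lower *RPL9B* level was thus not particular to the loss of *RPL9A*. In *rpl9a*∆ the average joins times of opposite direction. *RPL9B* mRNA in *rpl9a*∆ was 441 ± 52.6 TMM-scaled CPM (SD, n = 2 in these groups) at 24 h against 301 ± 37.9 in wt, 163 ± 132 at 48 h against 209 ± 13.0, and 8.67 ± 0.780 at 72 h against 138 ± 16.1. In RNC-mRNA the average was −0.23 (standard error 0.362, adjusted p = 0.670 from edgeR with Benjamini-Hochberg adjustment). This value rested on the *rpl9a*∆ libraries of 72 h, with 0.06 without replicate 1 and −1.09 without replicate 2.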

To verify the transcription level and translation initiation efficiency in RP deletion strains, the typical “enhancing” strains of *rpl38*∆, *rpl9a*∆, *rps25*∆ and a “non-enhancing” strain of *rps7*∆ expressing Phy are chosen as representative strains (Fig. 2a, Additional file 2: Figure S3). Also, the growth pattern of RP deletion strains was changed. After 12 h, all strains were already out of exponential phase. The RP deletants grew much slower after 24 h, while the wild-type strain grew constantly till 120 h (Fig. 2b, Additional file 2: Figure S3d). Previous to this, these RP deletion strains were complemented with the corresponding RP actuated by the strongly constitutive promoter *GAP*. The RP complementation strains showed more similar heterologous protein expression relative to the RP deletion strains, indicating that it was actually the RP deletions that caused the observed phenotypes (Fig. 2a, b, Additional file 2: Figures S3, S4). To be noted, the specific activity of Phy in RP-complemented strains was similar to the wild-type level (~ 5 U/OD_600_), much lower than the values (10 ~ 20 U/OD_600_) in *rpl38*∆ and *rpl9a*∆ strains, suggesting that the ribosome performance is the major factor of the specific activity of heterologous protein.

**Fig. 2:**
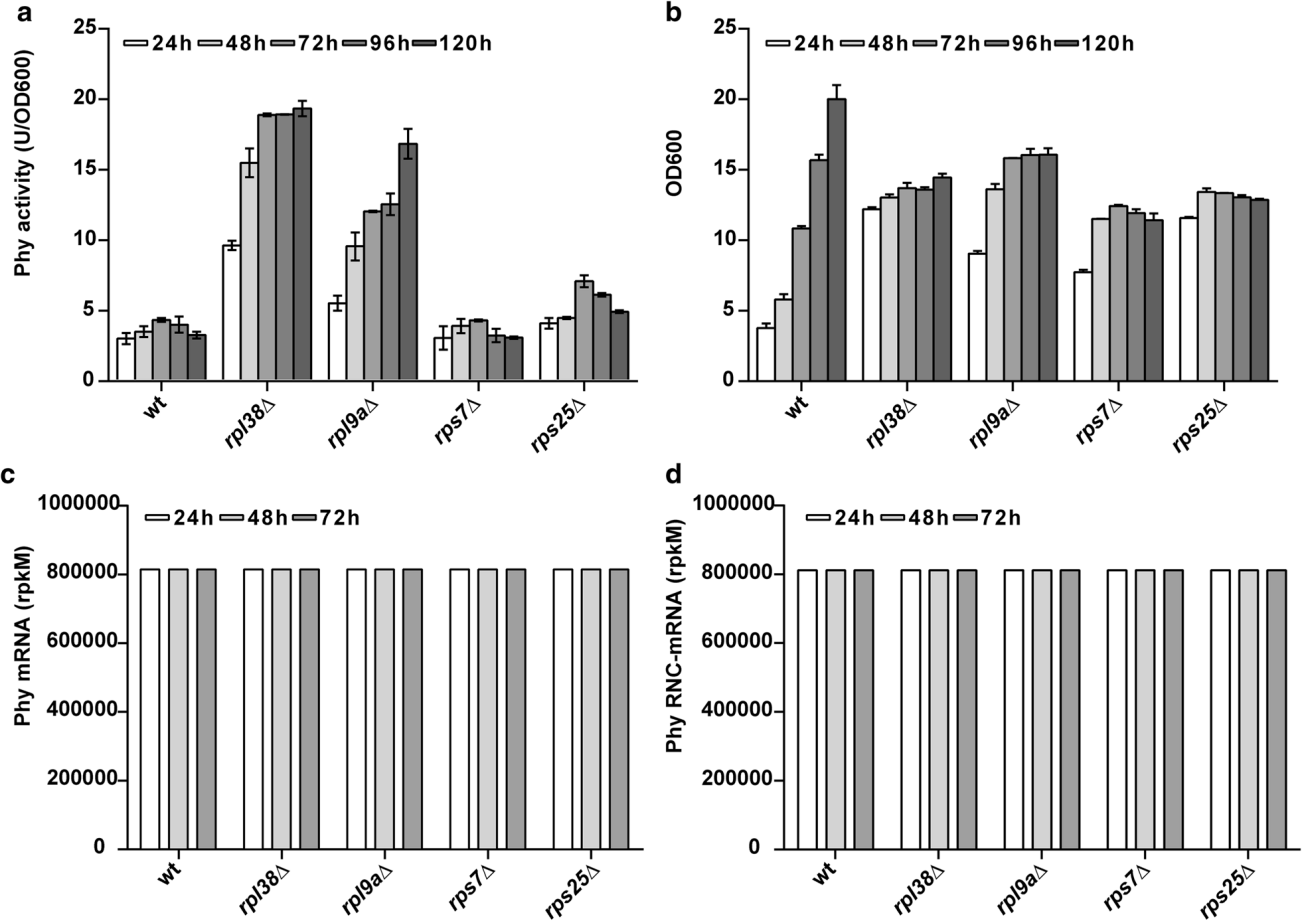
Phy expression in RP deletion strains and wild type. **a**, **b** Phy expression profiles of the *rpl38*∆, *rpl9a*∆, *rps7*∆ and *rps25*∆ strains relative to the wild-type strain. **a** Activity per OD_600_; **b** Growth curve. **c**, **d** Expression of the Phy in transcription level and translation level (RNC-mRNA) of *rpl38*∆, *rpl9a*∆, *rps7*∆, *rps25*∆ and wild-type strains at the early and middle stage of fermentation. Expression levels were measured using next-generation sequencing, evaluated using rpkM as unit

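To compare Phy with the rest of the transcriptome, its reads were added as 1 more gene to the host gene counts of the same library. The 30 libraries of an assay were fitted together in edgeR with 1 mean per strain and time, TMM scaling and the quasi-likelihood F-test. Genes with more than 10 reads in at least 2 libraries were tested, 5229 in mRNA and 5210 in RNC-mRNA. With 2 replicates per group, the joint fit leaves 15 residual degrees of freedom. The biological coefficient of variation it estimated over all genes was 10.8% in mRNA and 20.9% in RNC-mRNA, so the RNC-mRNA libraries resolve smaller differences less well. Phy varied more than this. Its dispersion, the square of that coefficient, was 0.0210 in mRNA and 0.138 in RNC-mRNA, against 0.0117 and 0.0437 over all genes. On simulated counts with 200 changed genes, the procedure recovered 97% of them for *rpl38*∆ against wt at 24 h in mRNA (94% of those changed by a log2 fold change of 1 and 100% of those changed by 2) and 76% in RNC-mRNA (56% and 96%). The Phy reads themselves ran from 4457 to 234625 per mRNA library (median 39129) and from 1320 to 113659 per RNC-mRNA library (median 15074).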

Next, we tested the mRNA abundance and translation initiation of Phy in RP deletion strains. While these strains accumulate heterologous proteins in a time-dependent manner, the relative mRNA level of the Phy remained constant over the time and across the strains, with a standard deviation of only 50 parts per million (ppm), determined by mRNA-seq quantified using reads per kilobase per million reads (rpkM) (Fig. 2c). 

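The deposited rpkM of Phy in mRNA was 811723.1 ± 43.6 (SD, n = 30 libraries), with a lowest value of 811691.8 and a highest value of 811870.4. Its SD was 53.8 ppm of the mean over the libraries and 50.8 ppm over the 15 means of strain and time. In all 60 libraries of both assays, the deposited value equals the Phy reads plus 1, per kilobase of a length of 1232 bp and scaled to the Phy reads of that same library in the place of all reads, within 0.473 rpkM. Without the added read, the largest difference was 615.4 rpkM. The length was taken from the values themselves. Scaled in this way, the rpkM approaches 811688.3 as the number of Phy reads grows, whatever their share of the library. With Phy and host gene reads as the total in place of the Phy reads, the SD of the rpkM was 850980 ppm of the mean, and with host gene reads alone it was 860659 ppm.

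**Figure D1:**
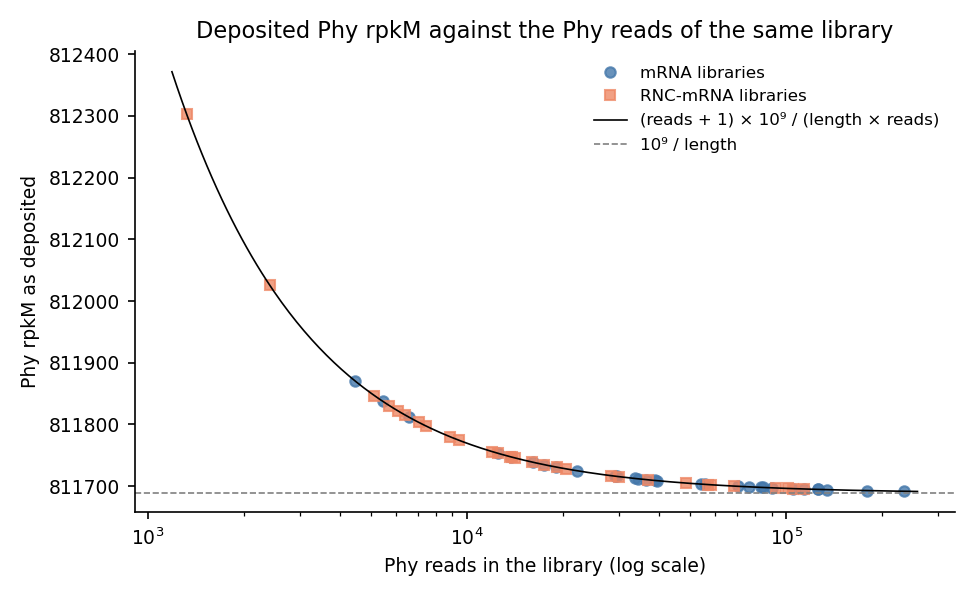
Deposited rpkM of Phy against the number of Phy reads (log scale) in each of the 60 libraries, mRNA and RNC-mRNA. The line is the Phy reads plus 1 per kilobase, scaled to the Phy reads of the library, and all libraries lie within 0.473 rpkM of it.

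Counted per host gene reads of the library, Phy mRNA in wt was 2711 ± 87.8 CPM at 24 h, 3723 ± 109 at 48 h and 2848 ± 64.2 at 72 h (SD, n = 2 in these and all following groups). In *rpl38*∆ it was 24387 ± 1489.9 CPM at 24 h, 11053 ± 359.8 at 48 h and 9801 ± 889.7 at 72 h. *rpl9a*∆ had 27278 ± 1668 CPM, 20353 ± 8101 and 10330.3 ± 41.3 at the same times. *rps7*∆ fell from 5178 ± 378 CPM at 24 h to 908 ± 79.6 at 48 h and 1448 ± 197 at 72 h. In *rps25*∆ it was 7716 ± 1366 CPM at 24 h, 5182 ± 1.28 at 48 h and 12205 ± 523 at 72 h.
Phy differed among the 15 groups of strain and time with an adjusted p of 9.9e-15 (edgeR, F-test on 14 coefficients, Benjamini-Hochberg adjustment). This test was passed by 5188 of the 5229 genes, and Phy had rank 229 among them by its p. Averaged over the 3 times, its log2 fold change against wt was 2.13 in *rpl38*∆ (standard error 0.125, adjusted p = 3.2e-12 from edgeR with Benjamini-Hochberg adjustment). It was 2.64 in *rpl9a*∆ (0.127, adjusted p = 4.5e-13 from the same edgeR fit and Benjamini-Hochberg adjustment), 1.15 in *rps25*∆ (0.122, 4.4e-08) and −1.17 in *rps7*∆ (0.122, 1.8e-08). In *rpl38*∆, *rpl9a*∆ and *rps25*∆, both replicates lay above both wt replicates at all 3 times. A two-sided exact permutation of the strain labels within the times gave p = 0.00926 for each of these 3 strains, the smallest p its 216 arrangements allow, and 0.0247 after adjustment over the 8 tests of both assays. For *rps7*∆ the exact permutation gave p = 0.0741 (0.0847 adjusted), with Phy above wt at 24 h and below it at 48 and 72 h. Scaling by library size alone, which moved the median of all genes against TMM by −0.34 to 0.72 on the log2 scale over the 12 comparisons, changed these averages most, to −0.69 in *rps7*∆. Phy was higher than in wt in 10 of the 12 comparisons under TMM, under DESeq2's size factors and under library size alone. Past a Benjamini-Hochberg adjusted p of 0.05 in edgeR were 11 of the 12 comparisons, 9 higher and 2 lower, and 10 of these stayed so in every refit without 1 library, the exception being *rps7*∆ at 24 h. *rps25*∆ at 48 h (log2 fold change 0.27, adjusted p = 0.284 from edgeR with Benjamini-Hochberg adjustment) did not pass, but did without replicate 1 (0.0260) or replicate 2 (0.0159) of *rpl9a*∆ at 48 h, under library size alone (0.0297) and in the pairwise fit of its 4 libraries (0.000798). In that pairwise fit, the call of *rpl9a*∆ at 48 h was lost (log2 fold change 2.40 in place of 2.41, adjusted p = 0.115 from edgeR with Benjamini-Hochberg adjustment).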

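For RNC-mRNA, the deposited rpkM of Phy was 811774 ± 120.8 (SD, n = 30 libraries), an SD of 148.8 ppm of the mean, and 143.1 ppm over the 15 means of strain and time. Without replicate 2 of *rps7*∆ at 48 h, the library with the fewest Phy reads, it was 84.8 ppm. The values lay between 811695.4 and 812303.7 and are scaled to the Phy reads of each library in the same way as those of the mRNA. With Phy and host gene reads as the total, the SD was 1156050 ppm of the mean, and with host gene reads alone 1168120 ppm. Per host gene reads, Phy RNC-mRNA in wt was 1998 ± 55.8 CPM (SD, n = 2 in these and all following groups) at 24 h, 2894 ± 517 at 48 h and 1705 ± 299 at 72 h. *rpl38*∆ had 19843 ± 1861 CPM, 4840.3 ± 119 and 5515 ± 4364 at these times, and *rpl9a*∆ had 29073 ± 1081, 17697 ± 6578 and 4949.5 ± 4307. In *rps7*∆ the values were 3048 ± 355 CPM at 24 h, 476 ± 4.02 at 48 h and 1073 ± 388 at 72 h. *rps25*∆ had 4169.5 ± 162 CPM at 24 h, 1835 ± 135 at 48 h and 8859 ± 2706 at 72 h. At 72 h the replicates of *rpl38*∆ and *rpl9a*∆ lay further apart than those of any group at 24 h.

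**Figure D2:**
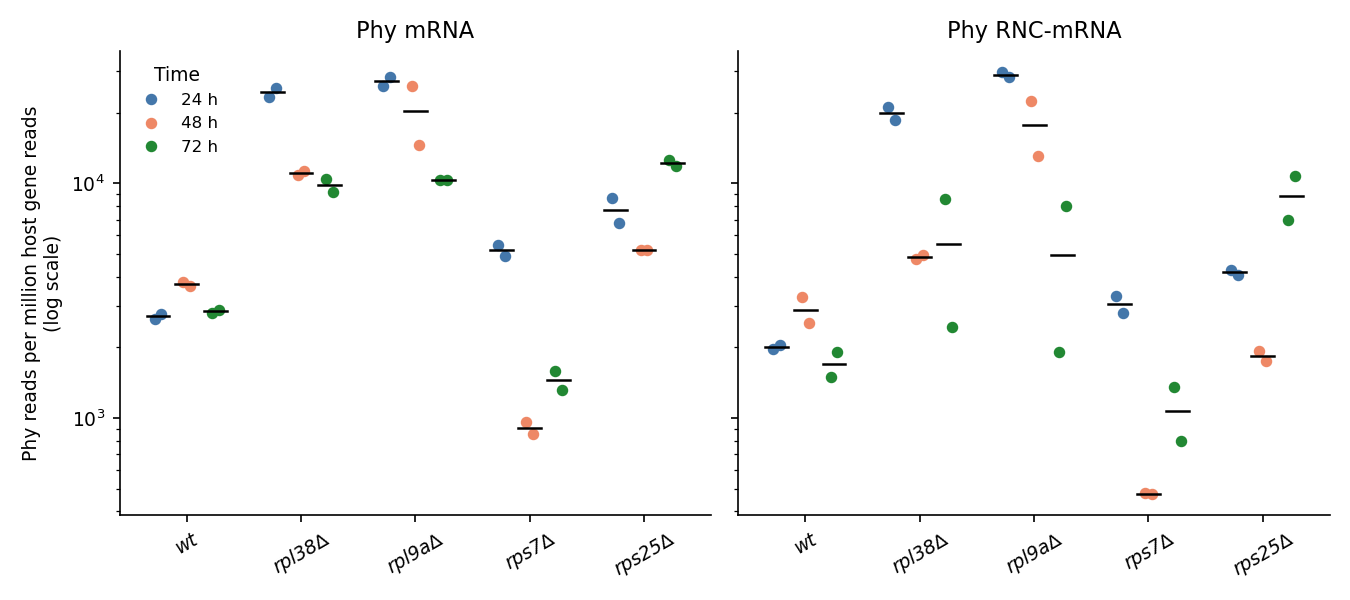
Phy reads per 1000000 host gene reads (log scale) in each library of mRNA and RNC-mRNA, by strain and time. Points are the 2 replicates and lines their mean. Between the highest and the lowest library the values span 33.4-fold in mRNA and 63.1-fold in RNC-mRNA.

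The F-test on all groups gave an adjusted p of 3.6e-08 for Phy RNC-mRNA (edgeR, Benjamini-Hochberg adjustment), and 4926 of the 5210 genes passed it. Over the 3 times, the log2 fold change against wt was 1.60 in *rpl38*∆ (standard error 0.327, adjusted p = 3.4e-04 from edgeR with Benjamini-Hochberg adjustment), 2.55 in *rpl9a*∆ (0.338, 1.3e-05) and −1.68 in *rps7*∆ (0.328, 1.6e-04). In *rps25*∆ it was 0.57 (0.320, adjusted p = 0.154 from edgeR with Benjamini-Hochberg adjustment) and did not stand apart from the replicate spread. Scaled by library size alone, the *rps25*∆ average was 0.92 (adjusted p = 0.0093 from edgeR with Benjamini-Hochberg adjustment, over a range of 0.0093 to 0.205 in the 7 other settings and up to 0.331 without 1 library). It also passed without replicate 1 (0.0447) or replicate 2 (0.0444) of *rpl9a*∆ at 72 h, with the log2 fold change itself unmoved. In exact permutations of the strain labels within times (two-sided), p was 0.0463 in *rpl38*∆, 0.0185 in *rpl9a*∆, 0.0556 in *rps7*∆ and 0.287 in *rps25*∆, and only *rpl9a*∆ stayed under 0.05 after adjustment over 8 tests (0.0370). Of the 12 single comparisons, 4 were higher and 2 lower at a Benjamini-Hochberg adjusted p under 0.05 in edgeR, and 8 had an unadjusted p under 0.05.
The comparisons that kept their call in every refit without 1 library were *rpl38*∆ at 24 h (log2 fold change 3.31), *rpl9a*∆ at 24 h (4.01) and *rps7*∆ at 48 h (−3.74). *rpl9a*∆ at 48 h (2.29, adjusted p = 0.0097 from edgeR with Benjamini-Hochberg adjustment) lost it without wt replicate 1 (0.0566), wt replicate 2 (0.107) or its own replicate 1 (0.0676), and in the pairwise fit of its 4 libraries (2.25, 0.102). *rps7*∆ at 72 h (−1.61, adjusted p = 0.0242 from edgeR with Benjamini-Hochberg adjustment) lost it without wt replicate 2 (0.125) or its own replicate 2 (0.181), and under scaling by library size alone (−0.67, 0.226). *rps25*∆ at 72 h (2.02, adjusted p = 0.0117 from edgeR with Benjamini-Hochberg adjustment) lost it without wt replicate 1 (0.0996) or its own replicate 2 (0.0988). In *rpl9a*∆ at 72 h the log2 fold change of 1.35 (adjusted p = 0.110 from edgeR with Benjamini-Hochberg adjustment) became 2.09 without its replicate 1 and −0.22 without its replicate 2. *rpl38*∆ at 72 h (1.33) passed without its own replicate 2 (1.99, adjusted p = 0.0087 from edgeR with Benjamini-Hochberg adjustment), or without replicate 1 (0.0088) or replicate 2 (0.0087) of *rpl9a*∆ at 72 h. Without its own replicate 1 it was 0.047 (adjusted p = 0.966 from edgeR with Benjamini-Hochberg adjustment). *rps25*∆ at 48 h (−1.07) passed without the same *rpl9a*∆ replicate 1 (0.0423) or replicate 2 (0.0420). In the pairwise fit of 4 libraries, *rps25*∆ at 48 h (−1.14, adjusted p = 5.8e-06 from edgeR with Benjamini-Hochberg adjustment), *rps25*∆ at 24 h (0.71, 4.99e-05) and *rps7*∆ at 24 h (0.34, 0.00409) passed as well. Library size alone let *rpl38*∆ (1.69, adjusted p = 0.0094 from edgeR with Benjamini-Hochberg adjustment) and *rpl9a*∆ (1.53, 0.0354) pass at 72 h, and DESeq2's Wald test *rpl38*∆ at 72 h (1.29, 0.0299).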

Meanwhile, the ribosome–nascent chain complex (RNC) mRNA (RNC-mRNA, mRNAs attached to the ribosomes) of Phy, representing the Phy mRNA which entered the translation process, remained also constant over the time and across the strains, with a standard deviation of 153 ppm, determined by RNC-seq (Fig. 2d). These results demonstrated that deletion of the non-essential RPs did not influence the relative transcription and translation engagement of the heterologous mRNA at all.

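The translation ratio of Phy, RNC-mRNA relative to mRNA, was tested in 1 edgeR fit over all 60 libraries, as the strain's change in RNC-mRNA minus its change in mRNA averaged over the 3 times (5241 genes). Its log2 fold change against wt was −0.53 in *rpl38*∆ (standard error 0.350, adjusted p = 0.339 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was −0.07 in *rpl9a*∆ (0.349, adjusted p = 0.935 from edgeR with Benjamini-Hochberg adjustment), −0.49 in *rps7*∆ (0.350, 0.353) and −0.61 in *rps25*∆ (0.350, 0.251). Thus 0 of the 4 strains passed the adjustment, 0 had an unadjusted p under 0.05 (lowest 0.0923), and DESeq2 called 0 as well (lowest adjusted p 0.179). Without 1 library, the lowest adjusted p was 0.0529 (edgeR, Benjamini-Hochberg adjustment), in *rpl38*∆ without replicate 1 of its RNC-mRNA at 72 h. The ratio of *rpl38*∆ rested on these libraries, with −0.93 without replicate 1 and −0.31 without replicate 2. The sign in *rpl9a*∆ was not fixed, with 0.13 without replicate 1 of the *rpl9a*∆ mRNA at 48 h, 0.02 without replicate 2 of the wt RNC-mRNA at 72 h, 0.05 without replicate 2 of the *rpl9a*∆ RNC-mRNA at 48 h and 0.17 without replicate 1 of the *rpl9a*∆ RNC-mRNA at 72 h. Two-sided exact permutations within times used another form of the ratio, per host gene reads without TMM. They paired the libraries of equal replicate number, which is an assumption. The mean log2 differences from wt were −0.34 in *rpl38*∆ (exact permutation p = 0.204), 0.02 in *rpl9a*∆ (0.991), −0.20 in *rps7*∆ (0.222) and −0.44 in *rps25*∆ (0.120). The precision is limited by standard errors near 0.350. On simulated counts of *rpl38*∆ against wt this test recovered 21% of ratio changes by a log2 fold change of 1. Of those changed by 2 it recovered 85%. The spread of these counts was estimated with the mRNA and RNC-mRNA libraries of a strain and time as 1 group. It therefore holds the difference between the assays as well, so these percentages cannot give the power of the real fit. From the SDs of the deposited rpkM over the times and strains in mRNA and RNC-mRNA (Fig. 2c, d), the paper concludes that the RP deletions did not influence the relative transcription and translation engagement of the heterologous mRNA.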

The above-mentioned results indicated that the “enhancing” RP deletion strains may increase the activity of heterologous proteins by facilitating their folding. 

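Chaperones assist the folding of proteins during and after their synthesis. Tables S6 and S7 list the same 55 chaperone genes for mRNA and RNC-mRNA, and all 55 IDs were found among the host genes after exchanging the prefix PAS for Pipas. Each gene was compared with wt in the 4 deletion strains at the 3 times, which makes 660 comparisons of a gene per assay. Under the criterion printed with these tables, a gene was called when its P lay under 0.01 and its log2 fold change beyond 1 in either direction. The tables do not say whether P is adjusted, and it was taken here as unadjusted. A further count used Benjamini-Hochberg adjusted p-values under 0.05, over all genes tested and, since the list was fixed by the paper, also adjusted over the list alone. The list was chosen by the study, which had these libraries, so the latter is not independent evidence. All 55 genes passed the count minimum in both assays.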

To further determine whether the enhanced folding occurs during the translation or after the translation, we analyzed the relative mRNA and RNC-mRNA level of molecular chaperones. In general, RNA-seq and RNC-seq data revealed almost no significant change in the expression level of chaperones (Additional file 4: Tables S6, S7). This implied that the co-translational folding was enhanced.

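By the criterion of Tables S6 and S7, 541 of the 660 mRNA comparisons (82.0%) were not called, 16 were higher than in wt and 103 were lower. In RNC-mRNA, 526 (79.7%) were not called, 12 were higher and 122 were lower. At a Benjamini-Hochberg adjusted p under 0.05 over all genes in edgeR, 96 mRNA comparisons were higher and 319 lower, and 99 and 320 when adjusted over the list alone. For RNC-mRNA these counts were 38 higher and 227 lower, and 44 and 236 when adjusted over the list alone. Scaling by library size alone shifted the split, since it moved the median of all genes against TMM by up to 0.72 in mRNA and 1.14 in RNC-mRNA on the log2 scale. Under it the criterion of the tables gave 26 higher and 81 lower in mRNA and 48 higher and 62 lower in RNC-mRNA, and the adjusted p gave 155 higher in mRNA and 114 higher and 137 lower in RNC-mRNA (edgeR, Benjamini-Hochberg). Adjusted over the list alone, it gave 153 higher in mRNA and 110 higher and 141 lower in RNC-mRNA. The chaperone median was below wt in 10 of the 12 mRNA and 11 of the 12 RNC-mRNA comparisons under TMM, in 11 and 11 under DESeq2's size factors, and in 8 and 6 under library size alone. Relative to the median of all genes, which a scaling factor leaves in place, it was lower in 11 of the 12 comparisons of each assay. The calls were unevenly spread over the strains. In mRNA, *rpl38*∆ had 43 lower and 3 higher of 165, *rpl9a*∆ 21 and 10, *rps7*∆ 33 and 1, and *rps25*∆ 6 and 2. In RNC-mRNA, *rpl38*∆ had 56 lower and 0 higher, *rpl9a*∆ 11 and 10, *rps7*∆ 41 and 1, and *rps25*∆ 14 and 1.

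**Figure D3:**
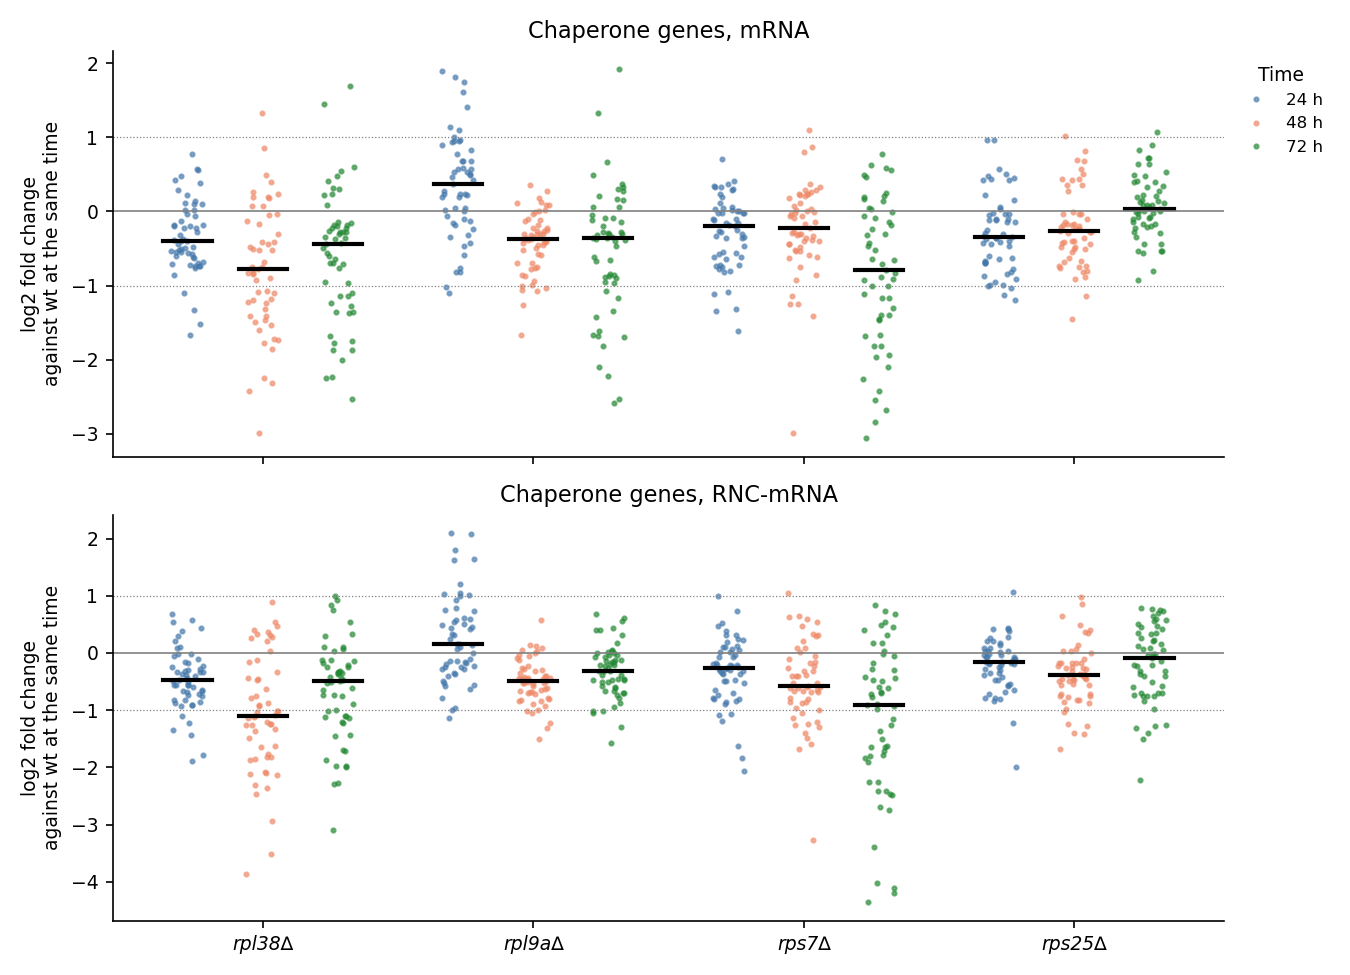
Log2 fold change of each of the 55 chaperone genes against wt at the same time, by strain and time, in mRNA and RNC-mRNA under TMM scaling. Points are genes, black lines are medians and dotted lines mark a log2 fold change of 1 in either direction. The medians run from −0.79 to 0.37 in mRNA and from −1.10 to 0.15 in RNC-mRNA.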

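Taken as a set against all other genes, the chaperones were lower than in wt in 8 and higher in 1 of the 12 mRNA comparisons, and lower in 10 and higher in 1 of the 12 RNC-mRNA comparisons (camera with a preset correlation of 0.01 between genes, Benjamini-Hochberg adjustment over 12). The higher one was *rpl9a*∆ at 24 h in both assays. All 8 and all 10 lower calls held under fry, which called 10 lower and 1 higher in each assay. With the correlation between the genes estimated from the data, 0 comparisons passed (lowest adjusted p 0.381 in mRNA and 0.104 in RNC-mRNA). All comparisons of a time share the wt libraries. In 20 simulated draws of unchanged groups against shared wt libraries, camera called 0 comparisons. The genes were drawn independently there, so these draws cannot tell whether correlation between the chaperones made the calls. With the 55 genes averaged to 1 value per library, which needs no assumption on their correlation, exact permutations within times gave a mean log2 difference from wt of −0.58 in *rpl38*∆ and −0.45 in *rps7*∆ in mRNA (adjusted p = 0.0148 for both, two-sided, over 8 tests). In *rpl9a*∆ it was −0.21 (exact permutation, adjusted p = 0.204) and in *rps25*∆ −0.15 (0.0741). In RNC-mRNA, the exact permutations gave −0.74 in *rpl38*∆, −0.67 in *rps7*∆ and −0.25 in *rps25*∆ (adjusted p = 0.0148 for each) and −0.21 in *rpl9a*∆ (0.148). These directions are those under TMM. Under library size alone, the chaperone median in RNC-mRNA was above wt at all 3 times in *rps7*∆ (0.02, 0.56 and 0.06) and *rps25*∆ (0.15, 0.03 and 0.26), and in mRNA it was above wt in *rps7*∆ at 24 and 48 h (0.05 and 0.49), while in *rpl38*∆ it was below wt at all times in both assays. From the expression level of the chaperones in Tables S6 and S7, in which it sees almost no significant change, the paper proposes that the folding was enhanced during translation.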

### Delay of 60S ribosomal subunit assembly enhances heterologous protein expression

Yeast non-essential RPs play important roles in ribosome biogenesis and function [27]. Deletion of particular RPs can delay or impair subunit assembly [27–31]. To evaluate the global impact of RP repression on ribosome assembly and translation, polysome profiles were performed for several RP deletion strains expressing Phy in high-salt conditions (to disrupt non-translating 80S monosomes) (Fig. 3a–c). The “enhancing” strains of *rpl38*∆, *rpl9a*∆, *rpl9b*∆, *rps25*∆ and *rps27a*∆ exhibited lower 60S ribosomal subunits than the wild-type strain (Fig. 3a, c), indicating that the 60S subunit availability is decreased. In contrast, the “non-enhancing” strains, *rpl29*∆, *rps7*∆ and *rps27b*∆, showed almost identical 60S peaks as the wild type (Fig. 3b, c).

**Fig. 3:**
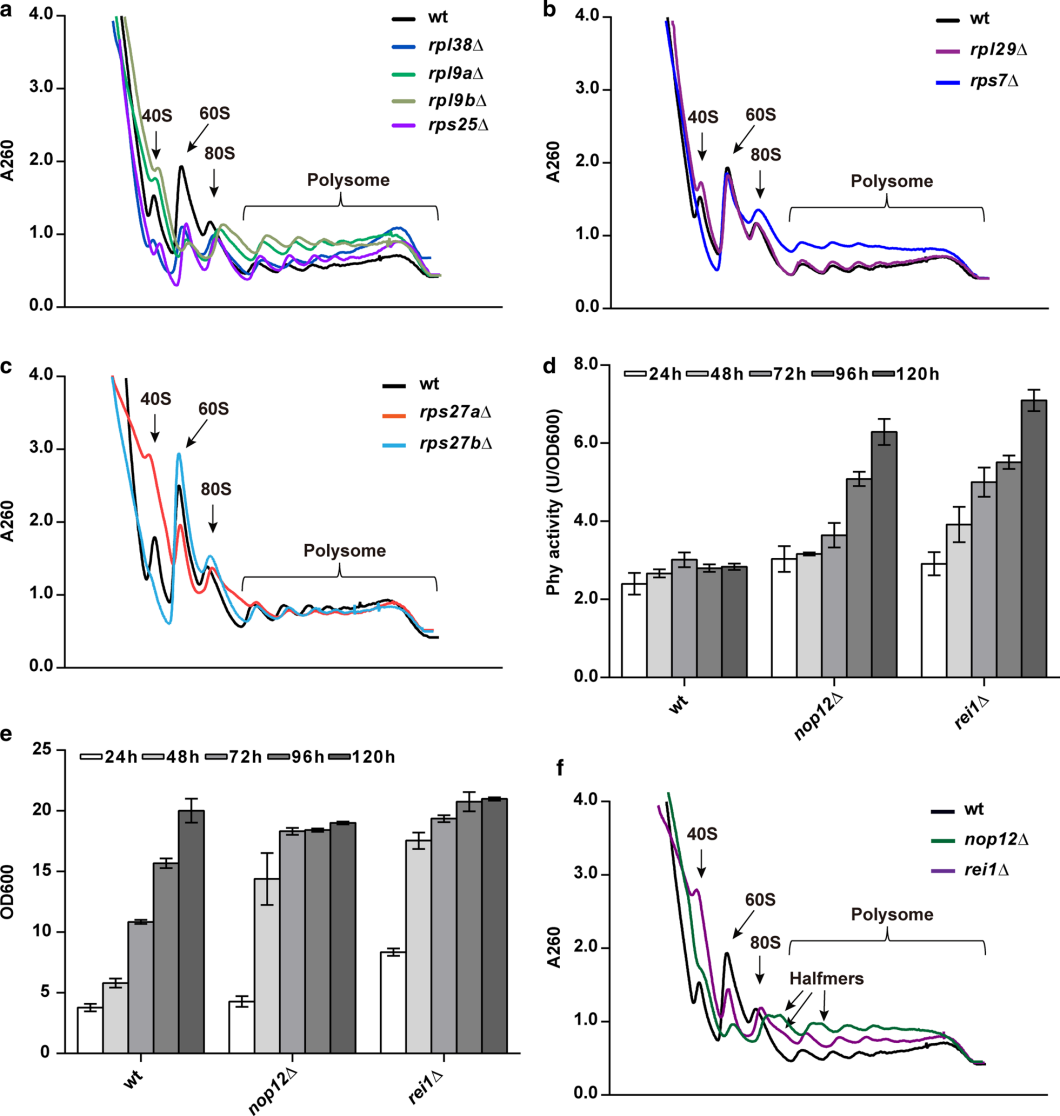
Ribosome assembly in RP deletion strains and 60S processing factor deletion strains, analyzed by polysome profiles. **a**, **b** Polysome profiles of the “enhancing” **a** and “non-enhancing” **b** strains in relation to wild-type strain showed that the former had the lower 60S level. **c** Polysome profiles of RP deletion paralogs. The “enhancing” strain *rps27a*∆ showed a reduced level of 60S ribosomal subunits relative to its paralog deletion strain (“non-enhancing”). **d**, **e** Phy expressional profiles of non-essential 60S processing factor deletion strains relative to wild type. **d** Activity per OD_600_; **e** Growth curve. **f** Relative to wild type, polysome profiles for *rei1*Δ and *nop12*Δ strains showed reduction of the 60S subunit level

To validate this finding, two 60S subunit processing factors were knocked out, *nop12* and *rei1* [32–34], to delay 60S subunit assembly. Both deletion strains showed lower 60S peak in the polysome profiles as expected, and half-mer peaks appeared after monosome/polysome (Fig. 3f), which represent that 48S initiation complexes exist on actively translated mRNAs [31, 35]. Interestingly, the Phy expression in these deletion strains was also enhanced robustly, both measured using unit/OD_600_ (Fig. 3d, e) and unit ml^−1^ (Additional file 2: Figure S5). These results indicated that the 60S assembly delay might be necessary for the expression enhancement of heterologous proteins.

### RP deletion promotes co-translational folding of Phy and decreases protein aggregates

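As a share of all Phy and host gene reads of a library, Phy RNC-mRNA in wt was 0.195% (95% Wilson interval 0.192 to 0.199) and 0.203% (0.2005 to 0.206) in the replicates of 24 h. In *rpl9a*∆ at 24 h it was 2.90% (2.88 to 2.91) and 2.75% (2.74 to 2.77), and in *rpl38*∆ 2.07% (2.06 to 2.08) and 1.82% (1.81 to 1.83). *rps25*∆ at 24 h had 0.427% (0.423 to 0.430) and 0.404% (0.399 to 0.409). The lowest shares were those of *rps7*∆ at 48 h, with 0.0478% (0.0459 to 0.0498) and 0.0473% (0.0448 to 0.0499), while wt at 48 h had 0.325% (0.318 to 0.332) and 0.252% (0.246 to 0.259). At 72 h the intervals of replicates lay far apart. *rpl9a*∆ had 0.190% (0.187 to 0.193) and 0.793% (0.786 to 0.800), and *rpl38*∆ had 0.853% (0.846 to 0.860) and 0.242% (0.238 to 0.246). The intervals cover counting error only, not the spread between replicates.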

Although the relative number of mRNA molecules involved in the translation did not change (Fig. 2d), decreased availability of 60S subunit would reduce the translation initiation rate, which should result in lower protein production rate. However, the final protein level of Phy was increased. Therefore, the only explanation would be a much lower protein degradation rate, which indicates remarkably better folding efficiency of Phy. According to the “pause to fold” theory [6], this could be only achieved by slower translation elongation speed. Indeed, higher fraction of polyribosomes were observed in the “enhancing” strains, including the *nop12* and *rei1* deletion strains, indicating remarkably slower translation elongation speed along the mRNA [16]. The slower elongation speed could be easily explained by defective 60S subunit.

To further validate the “pause to fold” hypothesis in our case, Phy with the N-terminal HA-tag was expressed to assess the proteolytic susceptibility of Phy nascent chains, which reflects the co-translational folding efficiency, similar to our previous work [10]. After 12 h induction by methanol, the RNCs were isolated and then digested using proteinase K. The Phy nascent chains in “enhancing” strains *rpl38*∆, *rpl9a*∆ and *rps25*∆ were significantly proteinase K resistant relative to wild type, showing better co-translational folding efficiency (Fig. 4a, Additional file 2: Table S4). In contrast, the Phy nascent chain in the *rps7*∆ strain was as vulnerable as in the wild-type strain (Fig. 4a, Additional file 2: Table S4).

**Fig. 4:**
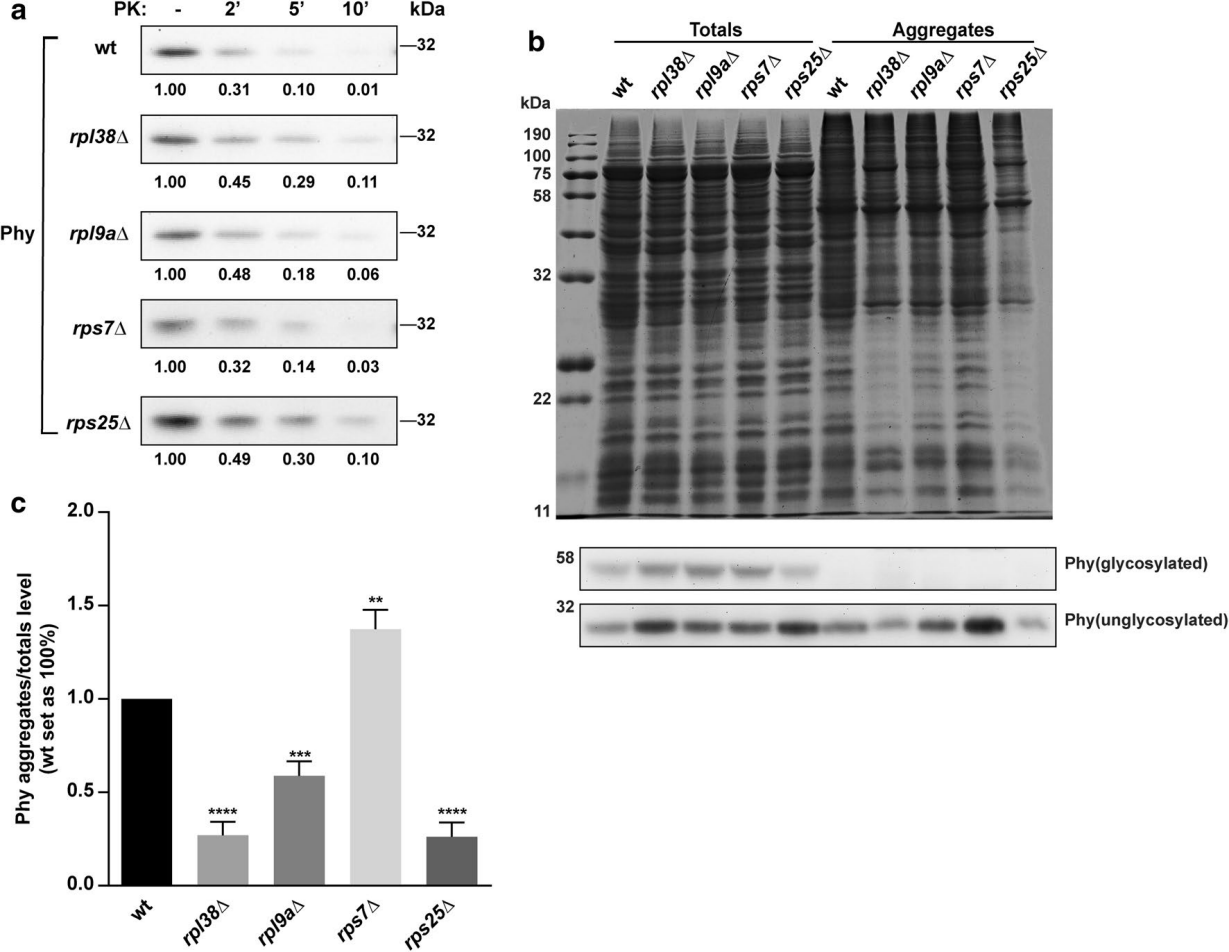
Co-translational folding efficiency of Phy nascent chains and protein aggregates in RP deletion strains. **a** Assessment of co-translational folding efficiency of Phy nascent chains in wild-type and RP deletion strains. After the limited proteinase K digestion, samples were separated by SDS-PAGE, and the remaining Phy was visualized by western blotting. The optical density of Phy band was calculated and the RNC aliquots from the same samples with proteinase K digestion were normalized to those with no proteinase K digestion. **b** Quantitative analysis of protein aggregates extracted from wild-type and RP deletion strains transformed with Phy which is glycosylated in *P. pastoris* [57]. The samples were subject to SDS-PAGE separation followed by Coomassie blue staining, and Phy was visualized by western blotting. **c** Quantification of Phy aggregate level as shown in **b**. The aggregated Phy signals were normalized to totals and wild-type strain transformed with Phy was set as 100%. Unpaired *t* test of GraphPad Prism 6 was used for statistical analysis. Significant difference of Phy aggregates level is indicated as: *p < 0.05; **p < 0.01; ***p < 0.001. Error bars represent s.d. of at least three independent experiments

In another aspect, better co-translational folding efficiency should be accompanied by less protein aggregates. Indeed, the “enhancing” strains of *rpl38*∆, *rpl9a*∆ and *rps25*∆ showed less Phy aggregates than the wild-type strains, while the “non-enhancing” *rps7*∆ showed stronger protein aggregates of intracellular total proteins and Phy (Fig. 4b, c). To be on the safe side, our method of isolating insoluble proteins was validated using bovine serum albumin fraction V (BSA) as a representative indicator of soluble proteins (Additional file 2: Figure S6) [36].

Taken together, these data revealed that slower translation elongation speed caused by the non-essential RP deletion enhanced heterologous protein expression by increasing the co-translational folding efficiency of nascent chains and decreasing protein aggregates.

## Discussion

In *S. cerevisiae*, 60S subunit assembly defect by RP deletion increases Gcn4 expression to repress translation and extend life span [29, 31]. In this study, defective 60S subunit assembly by RP deletion reduced protein aggregates of both heterologous (Fig. 4c) and endogenous (Fig. 4c) proteins. Although aggregation of endogenous proteins could be a result of expressing the heterologous protein, these findings imply that lower protein aggregates by RP deletion may be beneficial to save energy and increase yeast life span.

In the excellent hosts for recombinant protein production, such as *E. coli* and *P. pastoris*, one of the bottlenecks for most heterologous protein synthesis is protein folding [37, 38]. In protein synthesis, folding quality control in the stage of co-translation and post-translation is crucial for forming the native conformation and decreasing protein misfolding and aggregation [39–41]. Current strategies for improving heterologous protein folding mainly focused on the past-translational phase, including co-expression of chaperones and helpers in cytoplasm or endoplasmic reticulum and glycosylation engineering in *P. pastoris* [3–5, 42–44]. However, a proteome-wide study of chaperonin-dependent protein folding indicates that folding of many proteins is not strictly dependent on molecular chaperones like GroEL/ES [45]. In this paper, the mRNA-seq and RNC-seq data showed that the abundance of genes encoding chaperones was not significantly increased to the level observed in the “enhancing” strains, suggesting that the post-translational folding executed by chaperones may not change (Additional file 4: Tables S6, S7). 

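In the 3 enhancing strains *rpl38*∆, *rpl9a*∆ and *rps25*∆, 495 comparisons of a chaperone gene with wt were made per assay. By the criterion of Tables S6 and S7, under TMM scaling 15 (3.03%) were higher and 70 (14.1%) lower in mRNA, and 11 (2.22%) were higher and 81 (16.4%) lower in RNC-mRNA. At a Benjamini-Hochberg adjusted p under 0.05 in edgeR, 76 were higher and 236 lower in mRNA and 27 were higher and 152 lower in RNC-mRNA. Of the higher calls by the tables' criterion, *rpl9a*∆ held 10 in each assay. The genes called in most comparisons over the 4 strains are given by their IDs, since the sources used here pair no names with them. Pipas_chr4_0552 was called lower in 8 of 12 comparisons in each assay, with a mean log2 fold change of −1.31 in mRNA (standard error 0.0977, adjusted p = 1.2e-10 from edgeR with Benjamini-Hochberg adjustment) and −1.67 in RNC-mRNA (0.151, 1.6e-08). Pipas_chr3_0731 was called lower in 7 mRNA comparisons (mean log2 fold change −1.40, standard error 0.0838, adjusted p = 3.7e-12 from edgeR with Benjamini-Hochberg adjustment).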

Besides, approximately 70% of newly translated polypeptides rely on co-translational folding of ribosome-associated Hsp70 in eukaryotes, which are, mostly, long, multi-domain, beta-sheet-rich, aggregation-prone, slow-translational, and slower folded proteins [41]. The reporter proteins eGFP and Phy used in this study meet the feature of slower folded proteins [14, 15], which may require slow translation elongation rate for co-translational folding. Thus, an overall decrease in elongation speed by deletion of non-essential RP improved their co-translational folding efficiency (Fig. 4a). More importantly, these deletion strains create an optimized translation scenario for heterologous proteins. This is convenient for heterologous protein production without a priori knowledge of protein structures and rational design of translational pausing sites [10, 12].

Intriguingly, the higher fraction of polyribosomes did not guarantee a slower elongation speed. The *rps7*∆ strain exhibited a higher fraction of polyribosomes (Fig. 3b). However, the Phy expression was not enhanced and more protein aggregates were found in the *rps7*∆ strain, indicating that the translation elongation was not decelerated. A reasonable explanation would be that the *rps7*∆ strain possesses more ribosomes. Indeed, more rRNAs were found in the *rps7*∆ strain (Additional file 2: Figure S7). More ribosomes resulted in higher translation initiation rate. 

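In *rps7*∆, Phy mRNA was 5445 and 4911 CPM in the replicates of 24 h, 964 and 852 CPM at 48 h, and 1588 and 1309 CPM at 72 h. Against wt at the same time, its log2 fold change was 0.69 at 24 h (standard error 0.209, adjusted p = 0.0071 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was −2.75 at 48 h (0.222, adjusted p = 9.7e-10 from edgeR with Benjamini-Hochberg adjustment) and −1.45 at 72 h (0.212, 4.4e-06). The call at 24 h was lost without replicate 1 of *rps7*∆ (0.61, adjusted p = 0.0525 from edgeR with Benjamini-Hochberg adjustment), while those at 48 and 72 h stayed in every refit without 1 library. The signs were the same under TMM, DESeq2's size factors and library size alone.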

Considering that the relative mRNA level is not changed (Fig. 2c), higher translation initiation rate will lead to more ribosomes in the polysome fraction [46]. This is echoed by the fact that the *rps7*∆ strain showed the same 60S subunit peak as the wt, while all “enhancing” strains showed lower 60S ribosomal subunit than wt (Fig. 3).

In addition, codon optimization, which replaces rare codons with the preferred codons without amino acid alteration, can accelerate translation and may enhance heterologous protein production [47]. For example, the enzyme activity of a codon-optimized endoglucanase gene from *Trichoderma reesei* was increased 24% relative to the natural gene in *P. pastoris* [48]. However, codon optimization perturbs the co-translational folding of many proteins because of translation initiation or elongation acceleration, which may cause protein misfolding and limit the production of heterologous protein [49, 50]. In this work, enhancing the co-translational folding of heterologous protein by RP deletion greatly improved the expression of codon-optimized eGFP and Phy in *P. pastoris*, suggesting that these RP deletion strains were suitable for decreasing the translation rate of the codon-optimized gene, thus increasing the yield of soluble and bioactive proteins while lowering the cost of manufacturing. Furthermore, many heterologous genes have been transformed in *Pichia pastoris* for biofuel production in recent years [51–53]. A convenient platform was developed to improve heterologous protein expression in *Pichia pastoris*, which may contribute to heterologous pathway expression for synthetic biology applications, such as biofuel production.

## Conclusions

In conclusion, the “slow ribosomes” were constructed to enhance the soluble expression of heterologous proteins based on improved co-translational folding in *P. pastoris*. 

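The deposited translation ratio of Phy, its rpkM in RNC-mRNA divided by its rpkM in mRNA, lay between 0.99994 and 1.00057 in the 30 pairs of libraries with the same strain, time and replicate number. Computed from Phy reads per host gene reads, the ratio of these libraries ran from 0.184 to 1.14. For wt it was 0.737 ± 0.00328 at 24 h, 0.776 ± 0.116 at 48 h and 0.597 ± 0.0915 at 72 h (SD, n = 2 in all groups). *rpl38*∆ had 0.818 ± 0.126, 0.438 ± 0.00345 and 0.545 ± 0.396, and *rpl9a*∆ had 1.07 ± 0.105, 0.874 ± 0.0249 and 0.480 ± 0.419 at these times. The ratios of *rps7*∆ were 0.588 ± 0.0257, 0.526 ± 0.0416 and 0.730 ± 0.169, and those of *rps25*∆ were 0.547 ± 0.0759, 0.354 ± 0.0260 and 0.731 ± 0.253. At 72 h the replicates of *rpl9a*∆ gave 0.184 and 0.776 and those of *rpl38*∆ 0.825 and 0.265.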

Loss of non-essential ribosomal proteins increased heterologous protein synthesis without changing the relative transcription level and translation ratio of heterologous protein. Further studies found that 60S subunit assembly defect was a key determinant of increased heterologous protein yield with the improved co-translational folding efficiency of nascent chains. According to the principle of “pause to fold” which is slowing down the elongation speed at a certain region of mRNA coordinates co-translation folding and protein synthesis [6, 46, 54–56], defective 60S subunit assembly by RP deletion enhances co-translational folding efficiency of nascent chains and decreases protein aggregates to improve heterologous protein yield. Therefore, our work opens an avenue for improving heterologous protein production based on elaborate protein quality control. Further studies will focus on the validation of these RP deletion strains in more pharmaceutical proteins and industrial enzymes.

## Methods

### Strains and plasmids

*Escherichia coli* strain TOP10 was used for recombinant DNA manipulation. *Pichia pastoris* GS115 (Invitrogen) expressing eGFP or Phy was used as the wild-type (wt) strain and all deletion strains used in this study were derived from it. The pPICZαA (Invitrogen) vector including *AOX1* promoter was used to express the heterologous protein of eGFP and Phy from *Citrobacter amalonaticus* CGMCC 1696 [57]. The pGAPZA (Invitrogen) vector containing *GAP* promoter was used to construct the RP complementation strains.

### Transformation and cultivation conditions

Electroporation was used for *P. pastoris* transformation and transformants were screened on YPDSZ (1% yeast extract, 2% peptone, 2% glucose, 2% agar, 1 M sorbitol, 100 µg ml^−1^ Zeocin). To avoid multi-copy integration, the method from Thomas et al. was employed [26]. The plasmids containing eGFP or Phy gene were linearized by *Mss*I enzyme. Then low amounts of *Mss*I-linearized expression cassettes (0.5 to 1 μg of DNA) were transformed into *P. pastoris* strains. After verification by PCR, positive transformants were cultivated in a liquid medium BMGY [1% yeast extract, 2% peptone, 1.34% YNB (yeast nitrogen base without amino acids), 1% glycerol, 100 mM potassium phosphate (pH 6.0)] for 20–24 h (2 to 6 OD_600_) in a 50 ml shake flask. Then the strains were washed with 100 mM potassium phosphate (pH 6.0) or sterile water and transferred to 250 ml shake flask containing 25 ml BMMY [1% yeast extract, 2% peptone, 1.34% YNB, 1% methanol, 100 mM potassium phosphate (pH 6.0)] with initial OD_600_ = 1.0. The fed-batch fermentation was proceeded to express eGFP and Phy for 120 h by feeding 1% methanol per 24 h. All liquid culture was performed at 30 °C and 250 rpm. The samples for RNA-seq and RNC-seq were taken before adding methanol at 24, 48 and 72 h after growth in BMMY medium with an initial OD_600_ of 1.0. In addition, the samples for polysome profiles, determination of nascent chain folding, and isolation of protein aggregates were taken at 12 h in the same cultivation conditions.

### Construction of RP and 60S assembly factor deletion strains

Deletants were generated by PCR-mediated gene disruption based on homology recombination as follows [58]. The Cre/mutated *lox* system was used for recycling the Zeocin (Invitrogen) resistance marker. The Cre-ZeoR cassette including *cre* gene amplified from the plasmid pSH47 and *Sh ble* gene was constructed by ligating the *EcoR*I/*Sac*II-digested fragment of *cre* gene to pPICZA (Invitrogen). Then overlapped 30–40 bp nucleotides were designed to fuse the Cre-ZeoR cassette with two homology fragments, which is the flank of the deleted region. The purified fusion PCR products were transformed into the competent cells of *P. pastoris* by electroporation with the parameters set at 1.5 kV, 200 ω and 25 µF. YPDSZ plates were used to screen for Zeocin-resistant transformants and positive transformants were identified by PCR. To recycle the Zeocin resistance marker, positive transformants were shifted to YPM liquid medium (1% yeast extract, 2% peptone, 1% methanol) for induction culture up to 96–120 h by feeding 1% methanol per 24 h. Then the cells were streaked after methanol induction on the YPD plates. Single colonies were diluted in sterile water and then spotted on YPD and YPDZ (YPD plus 100 µg ml^−1^ Zeocin) plates to test whether the Cre-ZeoR cassette had been removed. Finally, the marker-removed deletants were confirmed by PCR. All primers were listed in Additional file 3: Table S5.

### Isolation of ribosome–nascent chain complexes

The method of ribosome–nascent chain complexes (RNCs) extraction was generated as described before with appropriate revision [59, 60]. *P. pastoris* strains (10–20 OD_600_) were pre-treated with 100 µg ml^−1^ cycloheximide (Sigma-Aldrich) for 5 min at 30 °C and 250 rpm and washed with 20 mM potassium phosphate (pH 7.4), followed by incubation with 1 ml buffer I (20 mM potassium phosphate (pH 7.4), 10 mM DTT (or 0.5% β-mercaptoethanol), and 100 µg ml^−1^ cycloheximide) for 10 min at 30 °C. After collecting cells by centrifugation (3000*g*) for 3 min at 4 °C, pellets were resuspended with 1 ml buffer II (20 mM potassium phosphate (pH 7.4), 1.2 M sorbitol, 0.5 mM MgCl_2_, 150 U ml^−1^ lyticase (Yeasen, shanghai, China), 100 µg ml^−1^ cycloheximide) and incubated on ice for 10 min. Each sample was divided into two aliquots to extract RNC-RNA and total RNA. For RNCs extraction, once more pellets were collected by centrifugation (3000*g*) for 3 min at 4 °C, followed by adding 1 ml ribosome buffer (10 mM Tris–HCl (pH 7.4), 5 mM MgCl_2_, 100 mM KCl, 2 mM DTT, 100 µg ml^−1^ cycloheximide) with 1% Triton X-100. After 10 min ice bath, cell lysates were centrifuged at 20,000*g* for 10 min at 4 °C to remove cell debris. Supernatants were transferred on the surface of 12.5 ml sucrose buffer (30% sucrose in ribosome buffer). RNCs were pelleted by ultracentrifugation (185,000*g*) in a Type 70 Ti rotor (Beckman Coulter) for 5 h at 4 °C. Another aliquot was suspended with 1 ml TRIzol Reagent (Invitrogen) for total RNA extraction.

### RNA extraction, RNA sequencing and data analysis

The total RNA and RNC-RNA extraction was carried out as previously described [60]. In brief, isolation of total RNA and RNC-RNA was used by TRIzol Reagent, according to the manufacturer’s instructions. Two biological replicates of total RNA and RNC-RNA were performed for subsequent RNA-seq, respectively. The polyA + mRNA was selected from the total RNA and RNC-RNA samples by RNA Purification Beads (Illumina). The cDNA library products were generated using NEBNext Ultra II RNA library prep kit (NEB) and sequenced using the Illumina HiSeq X Ten. Library construction and sequencing were performed at Shenzhen Chi-Biotech Corporation. High-quality reads were kept for the sequence analysis by the Illumina quality filters. The raw sequencing data are available at Gene Expression Omnibus database (accession number GSE116415). The mRNA and RNC-mRNA abundance was normalized using rpkM [61]. Genes with > 10 mapped reads were considered as quantified genes [62]. The edgeR package method was adopted to analyze the differential expression genes [63].

### Polysome profiles

The polysome profiles were performed by modification of the previously described methods [29, 64]. *P. pastoris* strains were cultured in liquid medium BMMY for 12 h and pre-treated with 100 µg ml^−1^ cycloheximide for 15 min at 30 °C, 250 rpm. Then cells were collected by centrifugation (3000*g*) for 3 min at 4 °C, washed with 5 ml lysis buffer (20 mM Tris–HCl (pH 7.4), 5 mM MgCl_2_, 140 mM KCl, 1 mM DTT, 1% Triton X-100, 100 µg ml^−1^ cycloheximide) and suspended in 1 ml lysis buffer. Cells were transferred and lysed by MiniBeadbeater (Biospec products) with 730 mg acid-washed glass beads (Sigma-Aldrich) for 6 × 30 s times at intervals of 1 min on ice. The step of lysis was executed in a 4 °C cold room. Lysates were clarified by centrifugation (3000*g*) for 5 min at 4 °C, and transferred to 1.5 ml tubes for further centrifugation (10,000*g*) for 10 min. 20 (or 25, Fig. 3c) A260 units were loaded on the surface of 10–50% linear sucrose gradients (50 mM Tris–HCl (pH 7.4), 15 mM MgCl_2_, 800 mM KCl, 100 µg ml^−1^ cycloheximide) and ultracentrifuged at 39,000 rpm at 4 °C by SW40 Ti rotor (Beckman Coulter) for 2 h. Finally, gradients were collected from the top and measured at 260 nm by Gradient Station (Biocomp).

### Determination of nascent chain folding state

Firstly, cells were grown in BMMY with an initial OD_600_ = 1.0 for 12 h. RNCs pellet was isolated and softly resuspended in 100 µl of the ribosome buffer (10 mM Tris–HCl (pH 7.4), 5 mM MgCl_2_ and 100 mM KCl). All samples were monitored at 260 nm immediately and adjusted to 10 A260 units ml^−1^. 20 µl sample was digested by gently mixing with 0.8 ng µl^−1^ proteinase K and incubated on ice for 2, 5 and 10 min, respectively. Then the reactions were mixed immediately with SDS loading buffer and heated at 100 °C for 5 min. The fraction of nascent chain was analyzed by 15% SDS-PAGE and visualized by western blot. The ImageJ software was used to quantify the bands.

### Isolation of protein aggregates

The procedure of protein aggregates was prepared according to a previously reported protocol [65]. 50 OD_600_ units of 12 h-inductional strains in BMMY were harvested by centrifugation (3000*g*) for 3 min at 4 °C, and pellets were flash frozen in liquid nitrogen. Pellets were washed with 20 mM potassium phosphate (pH 6.8) and resuspended in buffer II [20 mM potassium phosphate pH 6.8, 1 mM EDTA, 10 mM DTT, 0.1% Tween 20, protease inhibitor cocktail (MedChemExpress), 1 mM PMSF (Yeasen, shanghai, China), 150 U ml^−1^ lyticase and 1.25 U ml^−1^ Benzonase (Yeasen, shanghai, China)], incubated for 15 min at 30 °C and chilled on ice for 5 min. After sonication, the samples were collected by centrifugation (200*g*) for 20 min. The supernatants were diluted to identical protein concentrations and taken as input control (total). Aggregates were sedimented by centrifugation (16,000*g*) for 20 min at 4 °C. The aggregated proteins were washed twice with buffer II (20 mM potassium phosphate pH 6.8, 2% (v/v) NP-40, 1 mM PMSF, protease inhibitor cocktail), sonicated and centrifuged at 16,000*g* at 4 °C for 20 min. Protein aggregates were sonicated with rehydration buffer (7 M urea, 2% CHAPS, 2 M thiourea, 20 mM DTT, 1% SDS) [36], boiled in SDS sample buffer, together with totals separated by 12% SDS-PAGE, and analyzed by Coomassie blue staining and western blotting.

## Additional files

**Additional file 1: Table S1.** Predicted ribosomal protein genes of *P. pastoris* GS115.

**Additional file 2: Table S2.** Ribosomal protein gene paralogs in *P. pastoris* GS115. **Table S3.** Gene copy numbers of eGFP and Phy in *P. pastoris* GS115 genome detected by real-time qPCR. **Table S4.** Two-way ANOVA on three biological replicates of the assay of Phy nascent chains co-translational folding efficiency. **Figure S1.** Confirmation of the deletants by PCR. After methanol induction, single colonies were isolated by streak plate method. Deletants were subject to PCR analysis using two outer primers (e.g., REI1-KO-S and REI1-KO-A), both of which were located outside of the homologous region. An expected deleted fragment could be amplified from deletants using the wide type strains as control. The gene size of RPGs and 60 processing factors is as follows: *rpl22* (390 bp), *rpl24* (477 bp), *rpl26* (384 bp), *rpl29* (180 bp), *rpl38* (237 bp), *rpl39* (156 bp), *rpp1a* (321 bp), *rpp1b* (324 bp), *rpp1* (321/324 bp), *rpl2a* (765 bp), *rpl2b* (825 bp), *rpl6a* (543 bp), *rpl6b* (504 bp), *rpl8a* (753 bp), *rpl8b* (872 bp), *rpl9a* (576 bp), *rpl9b* (576 bp), *rps7* (567 bp), *rps25* (327 bp), *rps6a* (717 bp), *rps22a* (393 bp), *rps22b* (686 bp), *rps27a* (579 bp), *rps27b* (249 bp), *rps28a* (204 bp), *rps28b* (204 bp), *asc1* (1286 bp), *nop12* (1338 bp), *rei1* (1224 bp). **Figure S2.** SDS-PAGE analysis of Phy expression with the collected culture supernatant in RPG deletion strains relative to wild-type at 120 h induction time. 

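The files list the lengths of these genes as 236 for *RPL38*, 575 for *RPL9A* and *RPL9B*, 566 for *RPS7* and 326 for *RPS25*. Each is 1 less than the gene size given here. This held for 19 of the 26 ribosomal protein genes with a size given here and an ID in Table S1. The other 7 are listed shorter, *RPL2B* with 740, *RPL8B* with 728, *RPS22B* with 138, *ASC1* with 45, *RPL6A* and *RPL8A* with 8 and *RPS27A* with 2, so their deposited rpkM is not made on the gene size. All 86 IDs of Table S1 were found in the files, 12 of them with a listed length under 50. Among the 5319 host genes, 131 have a listed length under 50 and 1 has a length of 1, which makes their rpkM high for few reads.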

The molecular weight (MW) of glycosylated Phy is approximately 55 kDa. **Figure S3.** Expression analysis of two heterologous proteins in four RP deletion strains and wild-type. **a** SDS-PAGE analysis of Phy expression with the collected culture supernatant in *rpl38*∆, *rpl9a*∆, *rps7*∆, *rps25*∆ strains relative to wild-type at 120 h induction time. **b** Phy expression profiles (activity per ml culture) of *rpl38*∆, *rpl9a*∆, *rps7*∆, *rps25*∆ strains relative to the wild-type strain. **c**, **d** eGFP expression profiles and growth curve of *rpl38*∆, *rpl9a*∆, *rps7*∆, *rps25*∆ strains in relation to wild-type strain. **Figure S4.** RP complementation assay with eGFP and Phy expression profiles in RP deletion strains relative to wild-type. **a**, **b** eGFP expression profiles and growth curve. **c**, **d** Phy expression profiles and growth curve. The *RPL38*, *RPL9A*, *RPS7*, *RPS25* gene were amplified by PCR using the primers shown as (Additional file 3: Table S5) from *P. pastoris* GS115 genome. Seamless Assembly Cloning Kit (C5891-25, CloneSmarter, USA) was used to clone these genes into the pGAPZA plasmid. The GAP-RP cassettes were amplified by the specific primers to assemble into the pPICZαA-eGFP and pPICZαA-Phy plasmid, respectively. Then RP deletion strains were transformed with the *Mss*I-linearized expression cassettes to yield RP-complemented strains. **Figure S5.** Phy expression profiles of the 60S processing factor deletion strains relative to the wild-type strain. **a** SDS-PAGE analysis of the collected culture supernatant at 120 h induction time. **b** Activity per ml culture. **Figure S6.** Validation of the method used in isolation of protein aggregates. **a** BSA removal assay. Aggregated protein extraction was performed with total protein and total protein mixed with 10% BSA, separately. SDS-PAGE assay was carried out to visualize the protein band. The first lane was loaded with pure BSA as positive control and the other lane with the dashed boxes indicated the bands of approximate MW of BSA. **b** Quantitative analysis of BSA removal efficiency. The BSA optical density ratios were revealed through normalizing the optical density values of the bands with known BSA additions to those without BSA additions. **Figure S7.** Semi-quantitative analysis of ribosomal RNA in *rps7*∆ strain and wild-type. After methanol induction for 12 h, total RNA was extracted with the same OD_600_ of *rps7*∆ strain and wt. The concentrations of total RNA of the replicate 1: 749 ng µl^−1^ (wt), 1049 ng µl^−1^ (*rps7*∆), and the replicate 2: 738 ng µl^−1^ (wt), 1209 ng µl^−1^ (*rps7*∆) were measured using a Nano-drop spectrophotometer. Finally, the same volume of the sample was analyzed by 2.5% agarose gel electrophoresis.

**Additional file 3: Table S5.** Primers used in this study.

**Additional file 4: Table S6.** mRNA fold-change (log2) for chaperone genes. **Table S7.** RNC-mRNA fold-change (log2) for chaperone genes. 

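Tables S6 and S7 hold 660 log2 fold changes each, 55 chaperone genes in 4 strains at 3 times, with a call of up, down or not significant. The paper's calls in Table S6 are 16 up and 22 down for mRNA, and those in Table S7 are 13 up and 117 down for RNC-mRNA. The values of Table S7 and the fold changes fitted here to the RNC-mRNA counts had correlations over genes of 0.999888 to 0.999998 in the 12 columns and differed by at most 0.0799, and 644 of 660 calls (97.6%) were the same. For Table S6 and the mRNA counts, the correlations over genes were −0.36 to 0.58. Of the 660 values, 375 (56.8%) had the same sign. The calls were the same in 515 comparisons. The paper called 38 and the counts gave 119, with 4 called in the same direction by both and 4 in opposite directions. Genes of 1 library are not independent replicates, so these correlations describe the tables only.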

P-values of differential expression were calculated using edgeR software.

## Abbreviations

RP: ribosomal protein
RPL: large subunit ribosomal protein
RPS: small subunit ribosomal protein
eGFP: enhanced green fluorescent protein
Phy: phytase
RNC: ribosome–nascent chain complex
RFU: relative fluorescence unit
rpkM: reads per kilobase per million reads
ppm: parts per million

# Supplementary material for: Enhancing co-translational folding of heterologous protein by deleting non-essential ribosomal proteins in Pichia pastoris
**Source:** Biotechnol Biofuels. 2019 Feb 21;12:38. doi: 10.1186/s13068-019-1377-z
**Supplement:** Supplementary file 2 — Additional file 2: Table S2. Ribosomal protein gene paralogs in P. pastoris GS115. Table S3. Gene copy numbers of eGFP and Phy in P. pastoris GS115 genome detected by real-time qPCR. Table S4. Two-way ANOVA on three biological replicates of the assay of Phy nascent chains co-translational folding efficiency. Figure S1. Confirmation of the deletants by PCR. After methanol induction, single colonies were isolated by streak plate method. Deletants were subject to PCR analysis using two outer primers (e.g., REI1-KO-S and REI1-KO-A), both of which were located outside of the homologous region. An expected deleted fragment could be amplified from deletants using the wide type strains as control. The gene size of RPGs and 60 processing factors is as follows: rpl22 (390 bp), rpl24 (477 bp), rpl26 (384 bp), rpl29 (180 bp), rpl38 (237 bp), rpl39 (156 bp), rpp1a (321 bp), rpp1b (324 bp), rpp1 (321/324 bp), rpl2a (765 bp), rpl2b (825 bp), rpl6a (543 bp), rpl6b (504 bp), rpl8a (753 bp), rpl8b (872 bp), rpl9a (576 bp), rpl9b (576 bp), rps7 (567 bp), rps25 (327 bp), rps6a (717 bp), rps22a (393 bp), rps22b (686 bp), rps27a (579 bp), rps27b (249 bp), rps28a (204 bp), rps28b (204 bp), asc1 (1286 bp), nop12 (1338 bp), rei1 (1224 bp). Figure S2. SDS-PAGE analysis of Phy expression with the collected culture supernatant in RPG deletion strains relative to wild-type at 120 h induction time. The molecular weight (MW) of glycosylated Phy is approximately 55 kDa. Figure S3. Expression analysis of two heterologous proteins in four RP deletion strains and wild-type. a SDS-PAGE analysis of Phy expression with the collected culture supernatant in rpl38∆, rpl9a∆, rps7∆, rps25∆ strains relative to wild-type at 120 h induction time. b Phy expression profiles (activity per ml culture) of rpl38∆, rpl9a∆, rps7∆, rps25∆ strains relative to the wild-type strain. c, d eGFP expression profiles and growth curve of rpl38∆, rpl9a∆, rps7∆, rps25∆ strains in relation to wild-type strain. Figure S4. RP complem

**Additional file 2**

**Table S2. Ribosomal protein gene paralogs in *P. pastoris* GS115.**

| Protein | Gene1 | Gene 2 | Gene length | TOTAL AA length | Number differing AAs |
| --- | --- | --- | --- | --- | --- |
| Rpl2 | *RPL2A* | *RPL2B* | 765/825 | 254 | 0 |
| Rpl6 | *RPL6A* | *RPL6B* | 543/504 | 158/167 | 59 |
| Rpl8 | *RPL8A* | *RPL8B* | 753/872 | 250/243 | 28 |
| Rpl9 | *RPL9A* | *RPL9B* | 576/576 | 191 | 4 |
| Rpp1 | *RPP1A* | *RPP1B* | 321/324 | 106/107 | 47 |
| Rps6 | *RPS6A* | *RPS6B* | 717/801 | 238/236 | 12 |
| Rps22 | *RPS22A* | *RPS22B* | 393/686 | 130 | 5 |
| Rps27 | *RPS27A* | *RPS27B* | 579/249 | 82 | 4 |
| Rps28 | *RPS28A* | *RPS28B* | 204/204 | 67 | 0 |

**Table S3. Gene copy numbers of eGFP and Phy in *P. pastoris* GS115 genome detected by real-time qPCR.**

| Strains | *EGFP* | | *PHY* | |
| --- | --- | --- | --- | --- |
|  | (2^-ΔΔCt^) | Copy number | (2^-ΔΔCt^) | Copy number |
| wt | 1.00±0.11 | 1 | 0.70±0.04 | 1 |
| *rpl38*∆ | 0.36±0.04 | 1 | 1.06±0.12 | 1 |
| *rpl9a*∆ | 0.50±0.13 | 1 | 1.28±0.03 | 1 |
| *rps7*∆ | 0.87±0.07 | 1 | 0.68±0.11 | 1 |
| *rps25*∆ | 0.81±0.20 | 1 | 0.69±0.07 | 1 |

**Table S4. Two-way ANOVA on three biological replicates of the assay of Phy nascent chains co-translational folding efficiency.**

| Samples | Time（mean） | | | | *P* value  （two-way ANOVA） | *P* value summary |
| --- | --- | --- | --- | --- | --- | --- |
|  | - | 2' | 5' | 10' |  |  |
| wt | 1.00 | 0.28 | 0.11 | 0.03 | -- | -- |
| *rpl38*∆ | 1.00 | 0.36 | 0.18 | 0.07 | 0.0387 | * |
| *rpl9a*∆ | 1.00 | 0.40 | 0.18 | 0.11 | 0.0023 | ** |
| *rps7*∆ | 1.00 | 0.31 | 0.13 | 0.02 | 0.3109 | ns |
| *rps25*∆ | 1.00 | 0.49 | 0.21 | 0.07 | <0.0001 | **** |

The ImageJ software was used to quantify the gray scale optical density of western-blot. The mean values were calculated by at least three independent experiments. Two-way ANOVA of Graph Pad Prism 6 was used for statistical analysis. Significant difference of Phy co-translational folding efficiency of RPG deletion strains relative to wild-type is indicated as: *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001.

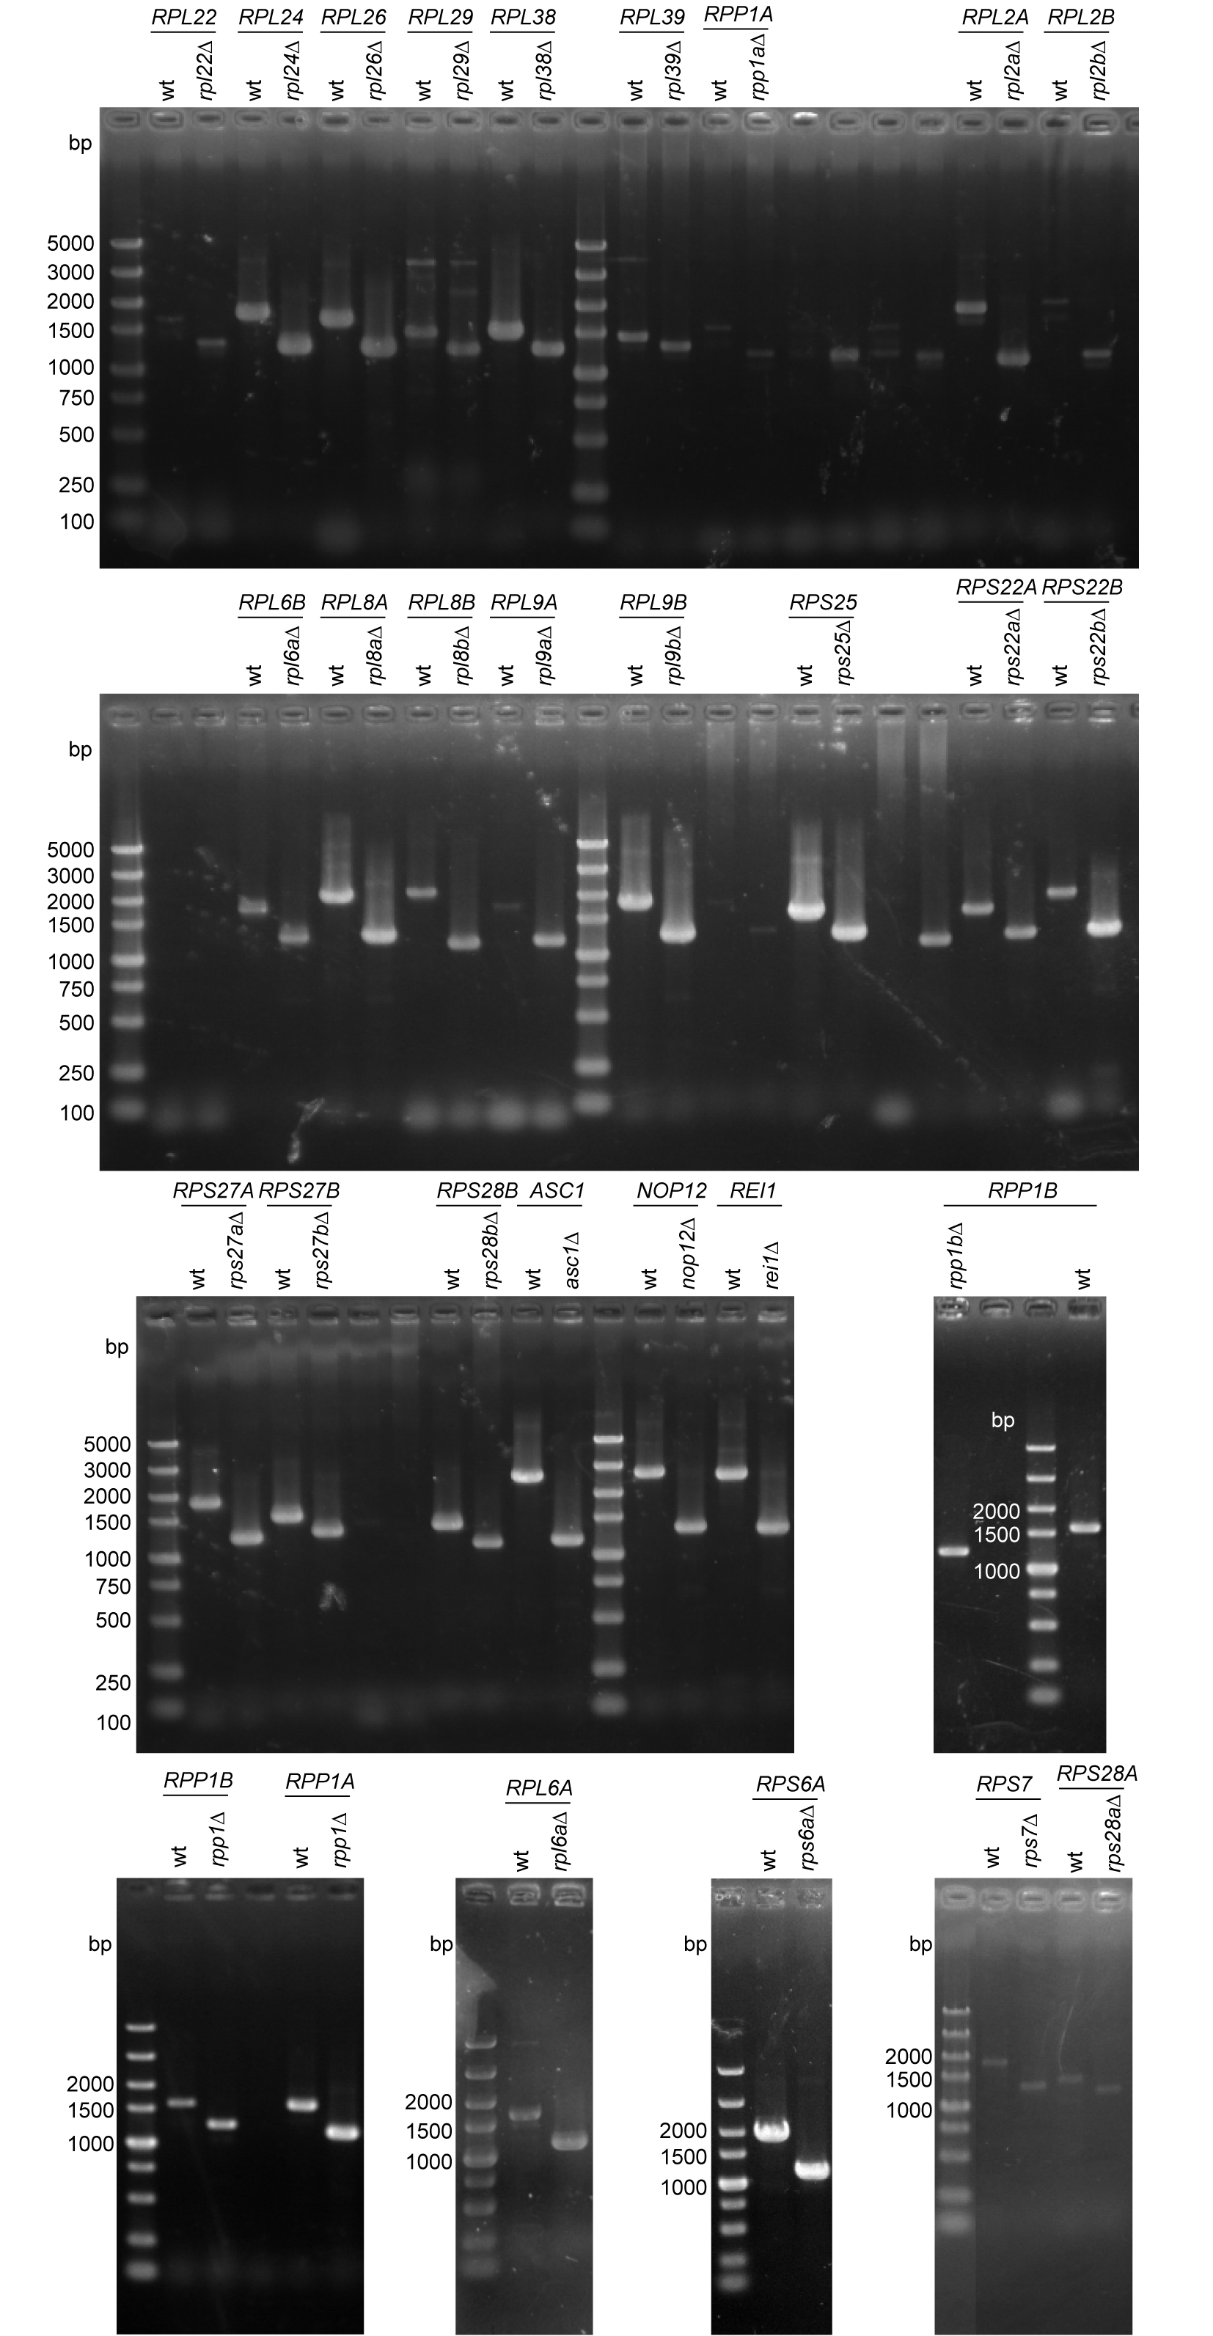

**Figure S1.** Confirmation of the deletants by PCR. After methanol induction, single colonies were isolated by streak plate method. Deletants were subject to PCR analysis using two outer primers (e.g. REI1-KO-S and REI1-KO-A), both of which were located outside of the homologous region. The PCR product was then analyzed by 1.5% agarose gel electrophoresis. An expected deleted fragment could be amplified from deletants using the wide type strains as control. The gene size of RPGs and 60 processing factors is as follows: *rpl22* (390bp), *rpl24* (477bp), *rpl26* (384bp), *rpl29* (180bp), *rpl38* (237bp), *rpl39* (156bp), *rpp1a* (321bp), *rpp1b* (324bp), *rpp1* (321/324bp), *rpl2a* (765bp), *rpl2b* (825bp), *rpl6a* (543bp), *rpl6b* (504bp), *rpl8a* (753bp), *rpl8b* (872bp), *rpl9a* (576bp), *rpl9b* (576bp), *rps7* (567bp), *rps25* (327bp), *rps6a* (717bp), *rps22a* (393bp), *rps22b* (686bp), *rps27a* (579bp), *rps27b* (249bp), *rps28a* (204bp), *rps28b* (204bp), *asc1* (1286bp), *nop12* (1338bp), *rei1* (1224bp).

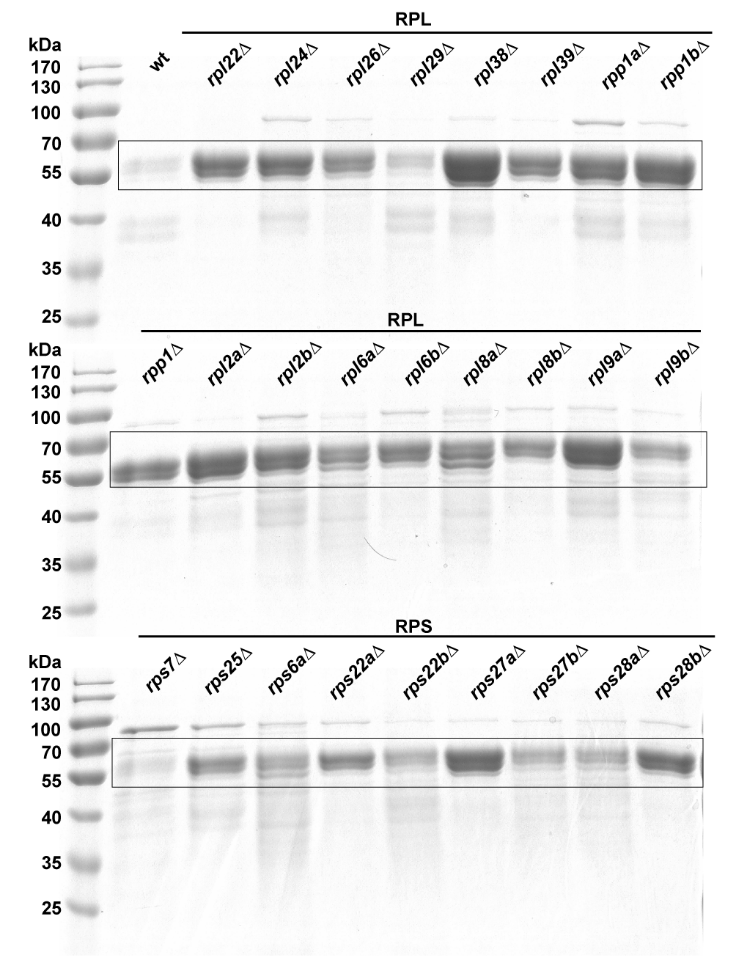

**Figure S2.** SDS-PAGE analysis of phytase expression with the collected culture supernatant in RPG deletion strains relative to wild-type at 120h induction time. The molecular weight (MW) of glycosylated Phy is approximately 55 kDa.

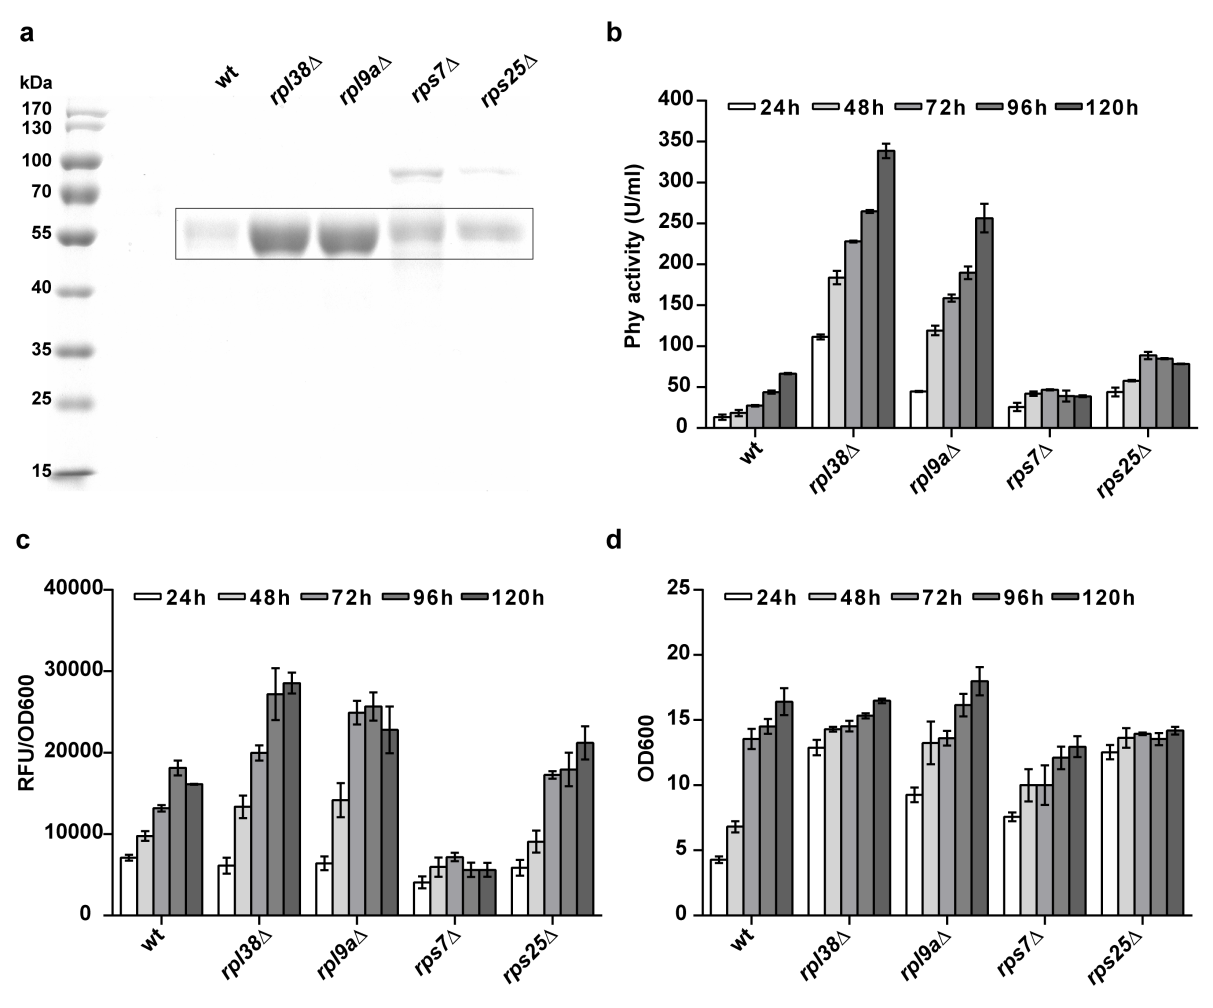

**Figure S3.** Expression analysis of two heterologous proteins in four RP deletion strains and wild-type. **a** SDS-PAGE analysis of Phy expression with the collected culture supernatant in *rpl38*∆, *rpl9a*∆, *rps7*∆, *rps25*∆ strains relative to wild-type at 120h induction time. **b** Phy expression profiles (activity per ml culture) of *rpl38*∆, *rpl9a*∆, *rps7*∆, *rps25*∆ strains relative to the wild-type strain. **c-d** eGFP expression profiles and growth curve of *rpl38*∆, *rpl9a*∆, *rps7*∆, *rps25*∆ strains in relation to wild-type strain.

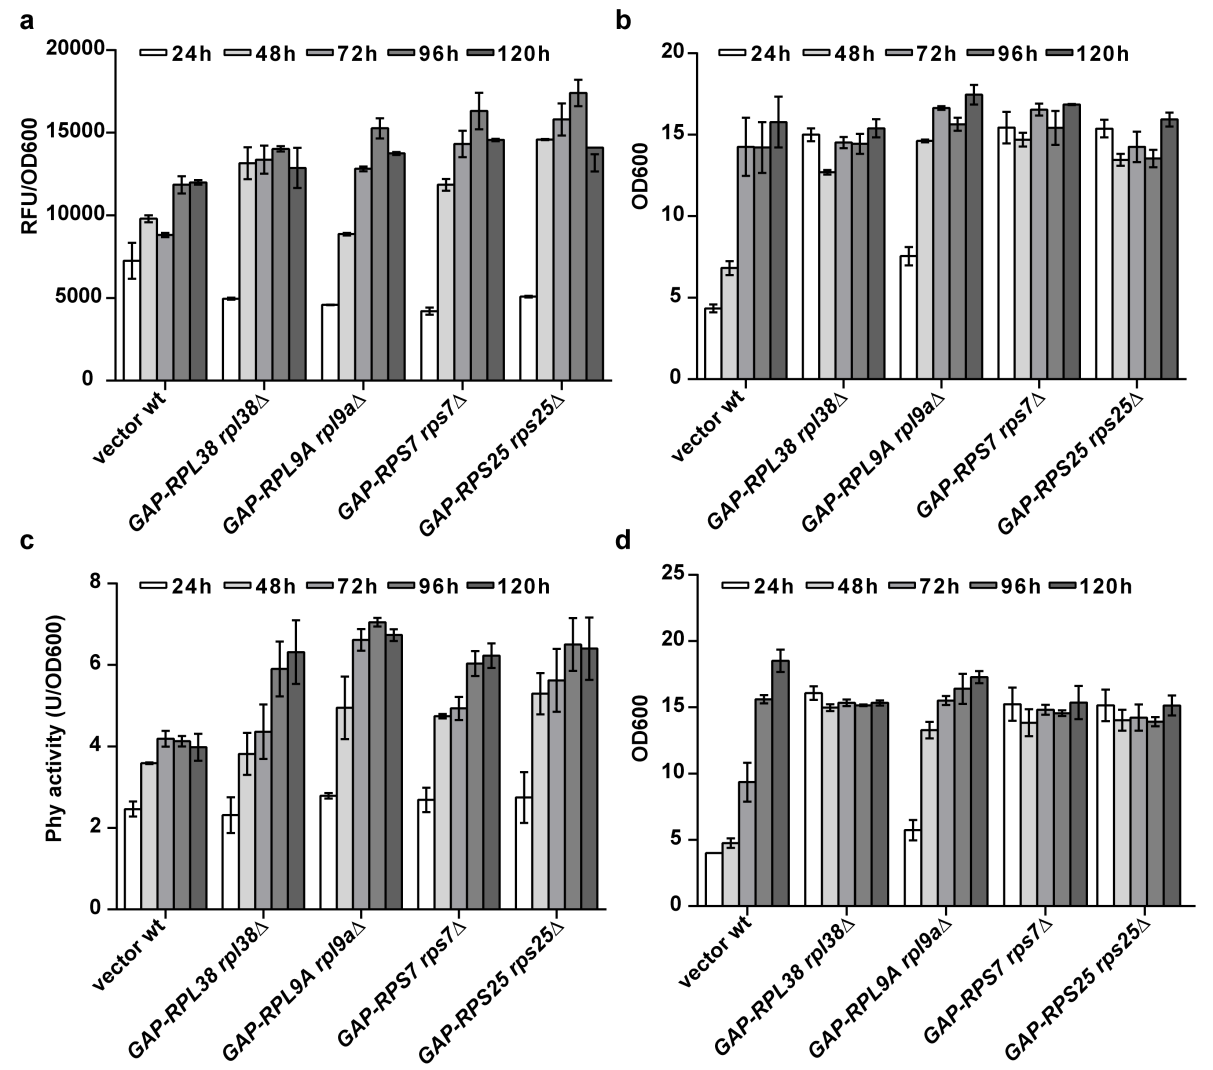

**Figure S4.** RP complementation assay with eGFP and Phy expression profiles in RP deletion strains relative to wild-type. **a-b** eGFP expression profiles and growth curve. **c-d** Phy expression profiles and growth curve. The *RPL38*, *RPL9A*, *RPS7*, *RPS25* gene were amplified by PCR using the primers shown as (Additional file 3: Table S5) from *P. pastoris* GS115 genome. Seamless Assembly Cloning Kit (C5891-25, CloneSmarter, USA) was used to clone these genes into the pGAPZA plasmid. The GAP-RP cassettes were amplified by the specific primers to assemble into the pPICZαA-eGFP and pPICZαA-Phy plasmid, respectively. Then RP deletion strains were transformed with the *Mss*I-linearized expression cassettes to yield RP-complemented strains.

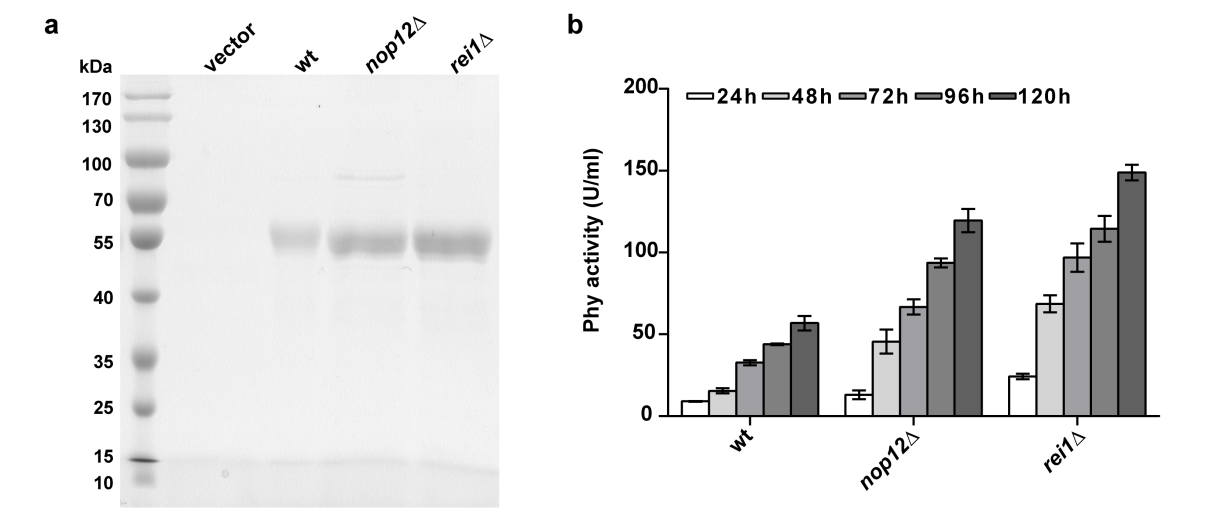

**Figure S5.** Phy expression profiles of the 60S processing factor deletion strains relative to the wild-type strain. **a** SDS-PAGE analysis of the collected culture supernatant at 120h induction time. **b** Activity per ml culture.

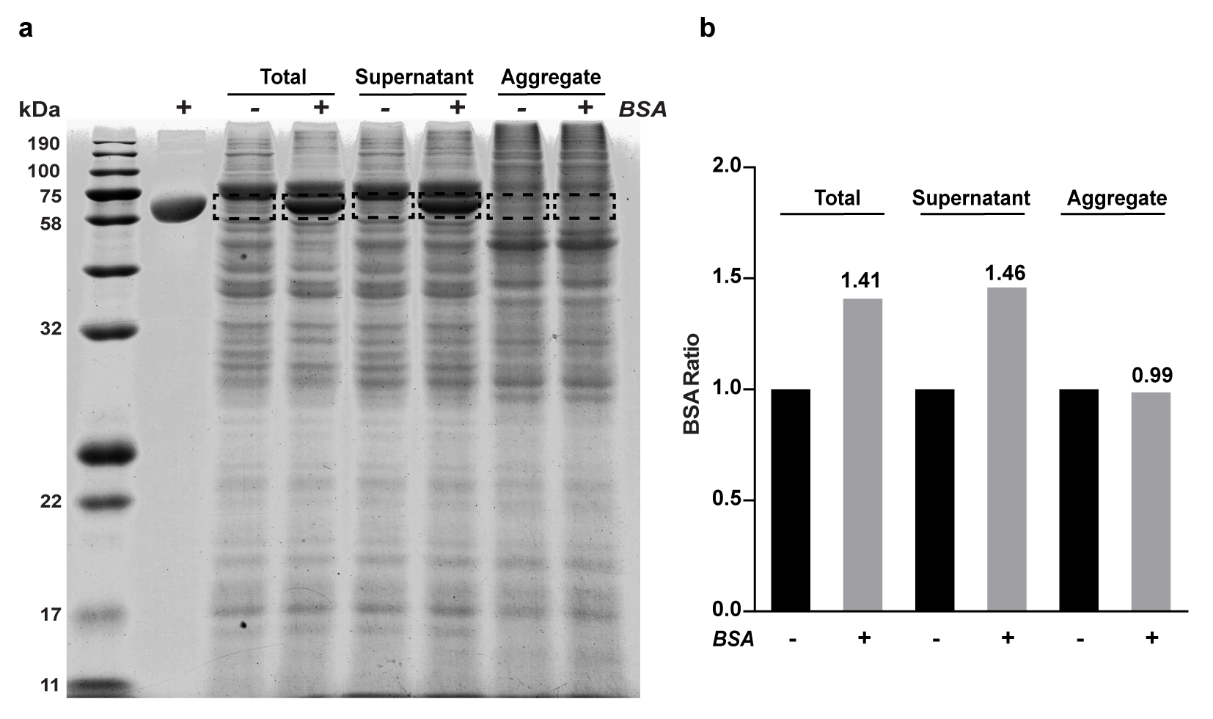

**Figure S6.** Validation of the method used in isolation of protein aggregates. **a** BSA removal assay. Aggregated protein extraction was performed with total protein and total protein mixed with 10% BSA, separately. SDS-PAGE assay was carried out to visualize the protein band. The first lane was loaded with pure BSA as positive control and the other lane with the dashed boxes indicated the bands of approximate MW of BSA. **b** Quantitative analysis of BSA removal efficiency. The BSA optical density ratios were revealed through normalizing the optical density values of the bands with known BSA additions to those without BSA additions.

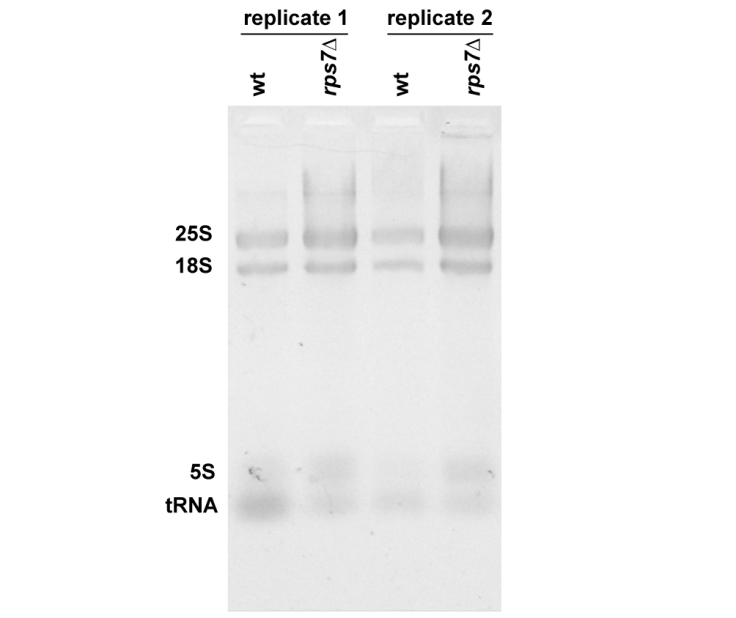

**Figure S7.** Semi-quantitative analysis of ribosomal RNA in *rps7*∆ strain and wild-type. After methanol induction for 12h, total RNA was extracted with the same OD600 of *rps7*∆ strain and wt. The concentrations of total RNA of the replicate 1: 749 ng/µl (wt), 1049 ng/µl (*rps7*∆), and the replicate 2: 738 ng/µl (wt), 1209 ng/µl (*rps7*∆) were measured using a Nano-drop spectrophotometer. Finally, the same volume of the sample was analyzed by 2.5% agarose gel electrophoresis.

# Supplementary material for: Enhancing co-translational folding of heterologous protein by deleting non-essential ribosomal proteins in Pichia pastoris
**Source:** Biotechnol Biofuels. 2019 Feb 21;12:38. doi: 10.1186/s13068-019-1377-z
**Supplement:** Supplementary file 3 — Additional file 3: Table S5. Primers used in this study.

**Table S5. Primer used in this study.**

Naming of the primers is as follows: REI1U-S and REI1U-A, primers used in the amplification of the upstream homologous regions; REI1D-S and REI1D-A, primers used in the amplification of the downstream homologous regions; REI1-KO-S and REI1-KO-A, primers used in the analysis of the *rei1* deletion strain by PCR and sequencing.

How the deposited data were processed for this re-analysis (not part of the article)

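The data are mRNA-seq and RNC-seq libraries of 5 strains, the wild type and the *rpl38*∆, *rpl9a*∆, *rps7*∆ and *rps25*∆ strains, all expressing Phy, at 24, 48 and 72 h with 2 replicates each. This gives 30 libraries of each assay. The paper states that polyA+ mRNA was selected, that reads had to pass the Illumina filters, that genes with more than 10 mapped reads were quantified, that rpkM was used for normalization and that edgeR was used for differential expression. The aligner, the counting tool, their versions and the genome build are not given in the sources used here, so reads shared by paralogs could have been assigned in different ways. The authors deposited for each library the count of reads on each of 5319 host genes, not normalized, and these counts are the basis of all tests. They also deposited an RPKM of each host gene, per kilobase of the listed length and per summed host gene reads of the library, which was recomputed but not tested. For Phy, the authors deposited in a separate table the count of reads, an RPKM and a translation ratio, the latter being the RPKM in RNC-mRNA divided by that in mRNA. The Phy RPKM was found to be scaled to the Phy reads of the library plus 1 added read, over a length of 1232 bp taken from the values. All per-sample columns were used, and 0 were left out.
Samples were grouped by the strain, time, assay and replicate number of their labels, which the paper also describes. Gene IDs were used as the files give them. The reference gene table used here is of assembly ASM170810v1 with 5305 genes, and 0 of the 5319 IDs matched it, so no names were taken from it. Names of ribosomal protein genes come from Tables S1 and S2 of the paper, matched by the part of the ID after its prefix. The AOX1 gene could not be looked up for the same reason and was not analysed here.
Phy was added as 1 more gene to the host counts of its library. Each assay was fitted with edgeR 4.0.16 in R 4.3.3, as a quasi-likelihood model with TMM scaling and 1 mean for each of the 15 groups. Genes with more than 10 reads in at least 2 libraries were kept, which removed 91 genes in mRNA and 110 in RNC-mRNA. The translation ratio was tested as an interaction in 1 model over all 60 libraries. Each deletion strain was compared with wt at the same time, and averages over the 3 times were tested as contrasts. P-values were adjusted by the Benjamini-Hochberg method over all genes tested in a comparison, with a threshold of 0.05. Sets of genes were tested with camera at a preset correlation of 0.01, and with fry, both from limma 3.58.1. Exact permutations exchanged the strain labels within the times, two-sided, on log2 values with 1 value per library. For the translation ratio they used 1 value per pair of mRNA and RNC-mRNA libraries of equal replicate number, per host gene reads without TMM. CPM are reads per 1000000 host gene reads of the library. Intervals for the Phy share of reads are 95% Wilson intervals and cover counting error only. Tables and figures were made with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.
The named genes were fixed by a rule. They are Phy, the 4 deleted genes and *RPL9B*, the 3 chaperones per assay called in most of the 12 comparisons, and per assay the 2 genes with the highest and the 2 with the lowest mean log2 fold change among those past the adjustment with the same sign in at least 9 of the 12. The values of Tables S6 and S7 and Fig. 2 had been seen when this rule was written. The groups, the edgeR, camera and fry tests of the comparisons, the exact permutations of Phy, the named genes rule and the alternatives were chosen before the data were examined. The exact permutations of the chaperones and of the translation ratio were added to these later, and each part of the closing section names the further tests chosen after the result was seen. The alternatives were library size alone, DESeq2's size factors, DESeq2 1.42.0 with its Wald test, a filter of more than 10 reads in every library, no filter, fits of the 4 libraries of a comparison alone with the quasi-likelihood or the exact test, the replicate number as a block, host gene reads alone as library size, other denominators of the RPKM, an adjusted p with the fold change criterion, other set tests, and leaving out each library in turn. In the latter, the lone library of a group is assumed to vary like those of the other groups.
The depth was 2970406 to 15476958 host gene reads in mRNA (median 6595444) and 1508702 to 13532265 in RNC-mRNA (median 4915156.5). The procedure was tested on simulated counts drawn from the means of the real libraries, with 200 genes changed. At an adjusted p under 0.05 it called 11 of 4953 unchanged genes in mRNA and 10 of 4917 in RNC-mRNA for *rpl38*∆ against wt at 24 h. The median absolute error of the log2 fold change was 0.08 in mRNA and 0.18 in RNC-mRNA. Activity, growth, polysome and aggregation measurements of the paper were not analysed here.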

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

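The strain by time test of Phy, the contrast of the chaperones between 48 and 24 h, the set test of the ribosomal protein genes, the tests of gene length for these genes and the permutation test of their correlation in *rpl38*∆ and *rps7*∆ were planned, as were fry, camera with an estimated correlation, the refits without 1 library and scaling by library size alone as other settings. The use of these settings to weigh explanations, the intervals of the Phy share, the counts of the deleted genes, the matched lists without short genes, the permutations between 48 and 24 h and the tests of the c157 IDs were chosen only after the result was seen.
The change of Phy with time differed between the strains. The test of the 8 interaction coefficients gave an adjusted p of 5.80e-09 in mRNA and 0.000454 in RNC-mRNA (edgeR, Benjamini-Hochberg adjustment). Phy is not special in this, since 4828 of 5229 genes in mRNA and 3085 of 5210 in RNC-mRNA passed the same test. In mRNA, the log2 fold change against wt at 24, 48 and 72 h was 3.64, 2.41 and 1.88 in *rpl9a*∆, 3.28, 1.41 and 1.71 in *rpl38*∆, 1.19, 0.27 and 2.00 in *rps25*∆ and 0.69, −2.75 and −1.45 in *rps7*∆. The counting error is too small to produce this. The lowest 95% bound of the Phy share in the *rpl38*∆ and *rpl9a*∆ mRNA libraries of 24 h was 8.11 times the highest bound in wt at the same time. A few genes taking most of the counts would move Phy with all other genes, but in *rpl9a*∆ at 24 h it lay 3.60 above the median of all genes on the log2 scale, a distance that a scaling factor leaves in place. Mislabelled strains are argued against by the deleted genes, since in 0 deletion libraries did the deleted gene reach its lowest level in other strains. How the reads were assigned to Phy was not tested and stays open, as do differences in growth and methanol supply between the strains. Table S3 of the paper lists 1 copy of the Phy gene in each strain. Its qPCR values for Phy are higher in *rpl38*∆ and *rpl9a*∆ than in wt, and near wt in *rps7*∆ and *rps25*∆. Gene copy was not tested here. Relative to host genes, the counted Phy reads thus differed with strain and time, and the cause stays open. Since the assignment of reads was not tested, a dependence of the transcript level itself is a hypothesis.
The chaperones lay lower against wt at 48 h than at 24 h in *rpl38*∆ and *rpl9a*∆. In *rpl38*∆ the median difference was −0.49 in mRNA (camera, adjusted p = 0.0300 over 4 strains, lower in 41 of 55 genes) and −0.69 in RNC-mRNA (0.00102, 43 genes). In *rpl9a*∆ it was −0.60 in mRNA (camera, adjusted p = 2.57e-10, 44 genes) and −0.54 in RNC-mRNA (4.66e-10, 45 genes). In *rps7*∆ and *rps25*∆ the lowest adjusted p of camera was 0.221. Whether the strains differ from each other in this was not tested. A single library as the cause is argued against by the refits without 1 library, in which the highest adjusted p of camera was 0.0437. The size in *rpl9a*∆ did rest on the 48 h libraries, with −0.94 in mRNA without replicate 1 and −0.43 without replicate 2, and −0.79 and −0.41 in RNC-mRNA. Correlation between the chaperone genes as the only cause is argued against by fry, which keeps that correlation and gave a highest adjusted p of 0.00196 over both strains and assays. Whether the chaperones fell by more than other genes stays open, since camera with the correlation estimated from the data gave a lowest adjusted p of 0.0653. Permutations of the 8 libraries with 1 value per library gave an exact p of 0.333 in *rpl38*∆ and 0.0556 in *rpl9a*∆ in both assays. They cannot decide whether the strain effect changed with time, since exchanging strain labels within a time does not hold that effect fixed. In *rpl38*∆ mRNA, for instance, the chaperones lay below wt at 24 h (−0.34) and at 48 h (−0.78). In addition, 0.0556 is the smallest p that 36 arrangements can give. No conclusion is drawn from these permutations. An effect of time on the chaperones in these strains is a hypothesis, and growth was not tested.
The ribosomal protein genes of Table S1, which the paper does not follow in these libraries, were lower than in wt in 6 of 12 comparisons in mRNA and in 6 of 12 in RNC-mRNA (camera, Benjamini-Hochberg adjustment, without the deleted gene). These were the comparisons of *rpl38*∆, *rpl9a*∆ and *rps7*∆ at 48 and 72 h. Under fry, 5 and 4 of these held, among them all 8 of *rpl38*∆ and *rps7*∆, and with an estimated correlation 0 (lowest adjusted p 0.500 and 0.517). In *rps25*∆ mRNA at 72 h the set was higher than in wt (median 0.49, camera adjusted p = 0.000445), which fry did not call (adjusted p = 0.0803). In *rpl38*∆ and *rps7*∆ the medians were −0.88 and −1.70 in *rpl38*∆ mRNA, −1.72 and −2.03 in *rps7*∆ mRNA, −1.48 and −2.27 in *rpl38*∆ RNC-mRNA and −2.40 and −2.77 in *rps7*∆ RNC-mRNA, at 48 and 72 h. Gene length is argued against in these strains, since in 8 of 8 comparisons none of 10000 lists matched on listed length and abundance had a median as low. The listed lengths of 12 of the 86 genes lie under 50, and without such genes the count was 0 lists as well. A few genes taking most of the counts is argued against too, since it would move all genes alike, while the highest median relative to all genes was −0.87. With 1 value per library, which needs no assumption on correlation between the ribosomal protein genes, the highest adjusted exact permutation p over both strains and assays was 0.0370. A lower share of ribosomal protein transcripts late in culture in these strains is a candidate explanation, as a hypothesis, and slower growth was not tested.
In *rpl9a*∆ the parts of this pattern differ. For its mRNA at 48 and 72 h (medians −0.23 and −2.33) and its RNC-mRNA at 48 h (−0.66), at most 0.09% of the matched lists had a median as low, and at most 0.28% without the genes listed under 50, which argues against gene length. At 72 h in mRNA, where 85 of 85 genes were lower, fry gave an adjusted p of 5.47e-07, which argues against correlation between the genes as the only cause. At 48 h the lowest adjusted p of fry over both assays was 0.257, so for these comparisons correlated genes and a change of the set cannot be told apart with 2 replicates. The permutations take the 3 times together, 24 h included, and say nothing on a single time. At 72 h in RNC-mRNA (−0.33), 64.8% of the matched lists (62.7% without the short genes) had a median as low, so gene length and abundance could account for it. This median joins 2 replicates with the lowest correlation over genes of any group (0.889). Replicate 2 is the library that stood apart from the mRNA of its own strain and time, so the value is uncertain.
The gene IDs Pipas_c157_0001 and Pipas_c157_0002, outside the genes the paper discusses, had reads near 0 in wt and many in every deletion library. Pipas_c157_0001 had 4 to 16 mRNA reads in the wt libraries and at least 753 in the 24 deletion libraries, with a mean of 533 CPM in the latter, and 4 to 17 against at least 981 in RNC-mRNA, with a mean of 1055 CPM. Pipas_c157_0002 had at most 2 reads in wt mRNA against at least 91 (mean 209 CPM), and at most 5 in wt RNC-mRNA against at least 59 (mean 124 CPM). Depth of the wt libraries is argued against, since at the lowest level of a deletion library at least 35.4 reads would have been counted in each wt library. Reads passing between libraries could be the source of the few wt reads. These made up at most 0.509% of the deletion level, while the deleted genes kept 0.199 to 0.856% in their own strains. Of the other genes, 0 had a lowest CPM in the deletion libraries over 5 times the highest in wt in both assays. Both IDs of the contig show the gap, and whether wt and the deletion strains differ at this locus or only in its expression cannot be told apart without the genomes of the strains.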

How the results depend on the processing

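All settings given here were chosen before the data were examined, and no tests were added after the results were seen. Between them, 2325 values of the main comparisons kept their direction and side of the threshold, 4 were weaker, 3 stronger and 5 reversed, and 38 moved, counts by over 1.5 times and the SD of the Phy rpkM by more than its jackknife error. Within that error, this SD went from 148.8 to 84.8 ppm in RNC-mRNA without replicate 2 of *rps7*∆ at 48 h. Of the single comparisons and named genes, over all settings together, 22 values became stronger, 11 weaker and 3 reversed, and 1472 stayed. DESeq2's size factors, DESeq2's Wald test, both filters, and host gene reads alone as library size changed none of the main comparisons they cover. For all changes given here, the cause was not tested.
Same-numbered libraries did not deviate together throughout. Deviations from the group mean of same-numbered libraries had correlations over genes of −0.082 to 0.182 between a deletion strain and wt in mRNA (2 of 12 over 0.1), −0.140 to 0.085 in RNC-mRNA (0 of 12), and −0.208 to 0.858 between mRNA and RNC-mRNA of a strain and time, where 4 of 15 were over 0.1. The paper divides each sample for both assays but does not say that equal numbers are 1 culture, so whether the numbers pair the assays stays open. With the replicate block, 58 of 58 main comparisons stayed as they were, for example Phy in *rpl38*∆ mRNA at a log2 fold change of 2.13 and 104 lower chaperone calls in mRNA. With the culture as replicate block, all 4 translation ratios stayed short of the threshold, at −0.61 in *rpl38*∆, −0.19 in *rpl9a*∆, −0.50 in *rps7*∆ and −0.60 in *rps25*∆ (lowest adjusted p 0.156 from edgeR with Benjamini-Hochberg adjustment).
Camera with the estimated correlation and the other denominators of the RPKM cover fewer main comparisons and changed a larger share of them. By number of main comparisons, scaling by library size alone changed the most. The Phy average of *rps25*∆ in RNC-mRNA rose to 0.92 (adjusted p = 0.0093 from edgeR with Benjamini-Hochberg adjustment), and the translation ratio of Phy in *rpl9a*∆ turned to 0.13 (adjusted p = 0.808 from edgeR with Benjamini-Hochberg adjustment). Chaperone calls by the criterion of Tables S6 and S7 went from 16 to 26 higher in mRNA, and from 12 to 48 higher and 122 to 62 lower in RNC-mRNA. At an adjusted p under 0.05 they went from 96 to 155 higher in mRNA, and from 38 to 114 higher and 227 to 137 lower in RNC-mRNA. Adjusted over the list alone, they went from 99 to 153 higher in mRNA, and from 44 to 110 higher and 236 to 141 lower in RNC-mRNA. Over all genes in RNC-mRNA, 9899 higher and 9964 lower calls became 20600 and 5689. The ribosomal protein genes were higher in 2 mRNA comparisons in place of 1. The chaperone differences between 48 and 24 h shrank to −0.19 in mRNA and −0.095 in RNC-mRNA of *rpl38*∆ and to −0.23 and −0.053 in *rpl9a*∆, with all 4 calls of camera kept.
Fitting only the 4 libraries of a comparison gave 65 higher chaperone calls in RNC-mRNA at an adjusted p under 0.05 and 71 over the list alone with the quasi-likelihood test, and 68 and 72 with the exact test. The quasi-likelihood test of 4 libraries no longer called Phy in *rpl9a*∆ at 48 h, at 2.40 in mRNA (adjusted p = 0.115 from edgeR with Benjamini-Hochberg adjustment) and 2.25 in RNC-mRNA (0.102). It newly called Phy in *rps25*∆ at 48 h in mRNA (0.31), and in *rps7*∆ at 24 h (0.34) and *rps25*∆ at 24 and 48 h (0.71 and −1.14) in RNC-mRNA. Both gave ribosomal protein genes higher in 2 mRNA comparisons and in 1 RNC-mRNA comparison. The exact test called Phy in 10 of 12 RNC-mRNA comparisons in place of 6. Under fry, the ribosomal protein genes were higher in 0 mRNA comparisons. With the correlation estimated, camera called 0 comparisons for the chaperones and 0 for the ribosomal protein genes, higher or lower, in mRNA and in RNC-mRNA. The chaperone differences between 48 and 24 h keep their sizes under it, −0.49 and −0.69 in *rpl38*∆ and −0.60 and −0.54 in *rpl9a*∆, with adjusted p-values of 0.736, 0.346, 0.0972 and 0.0653. The SD of the Phy rpkM in ppm of the mean is 850980 with Phy and host gene reads as the total and 860659 with host gene reads in mRNA, and 1156050 and 1168120 in RNC-mRNA.
Without 1 library, the Phy average of *rps25*∆ in RNC-mRNA ran from 0.43 to 0.67, passing without replicate 1 (adjusted p = 0.0447 from edgeR with Benjamini-Hochberg adjustment) or 2 (0.0444) of *rpl9a*∆ at 72 h. The translation ratio in *rpl38*∆ ran from −0.93 without replicate 1 of its RNC-mRNA at 72 h to −0.31 without replicate 2. In *rpl9a*∆ it ran from −0.58 to 0.17, positive without replicate 1 of its mRNA at 48 h (0.13), replicate 2 of the wt RNC-mRNA at 72 h (0.02), replicate 2 of its RNC-mRNA at 48 h (0.05) or replicate 1 of its RNC-mRNA at 72 h (0.17). The ribosomal protein genes were higher in 1 to 2 mRNA comparisons, 2 without replicate 2 of wt at 24 h, replicate 1 of *rpl9a*∆ at 24 h or either replicate of *rpl9a*∆ at 48 h, and in 0 to 1 RNC-mRNA comparisons, 1 without replicate 1 of *rpl9a*∆ at 72 h. Phy RNC-mRNA in *rpl38*∆ at 48 h ran from −0.0034 without replicate 2 of wt to 0.36 without replicate 1, and in *rpl9a*∆ at 72 h from −0.22 without its replicate 2 to 2.09 without its replicate 1. *RPL9B* in *rpl9a*∆ RNC-mRNA ran from −1.09 without replicate 2 of 72 h to 0.059 without replicate 1. The replicate spread limits RNC-mRNA more than mRNA, with a biological coefficient of variation of 20.9% against 10.8%, and whether depth contributes was not tested.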

Differences from the paper's values

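No tests in this part were chosen after the result was seen. For the chaperone genes in mRNA, Table S6 holds 22 calls of lower expression, which is the paper's count. By its criterion, with P taken as unadjusted, the counts gave 103. The number of higher calls was 16 in both. All alternatives chosen before the data were examined differ from the paper's count as well, with 81 under library size alone, 101 under the filter on every library, 103 without a filter or with adjusted p-values and the fold change criterion, 104 in the fits of 4 libraries and with the replicate block, and 107 with DESeq2's size factors or DESeq2's Wald test. Without 1 library it was 100 to 107.
The paper states that Phy mRNA and RNC-mRNA stayed constant over time and strains. The SD of the deposited rpkM, 53.8 ppm in mRNA and 148.8 ppm in RNC-mRNA, lies near the paper's values of 50 and 153 ppm. In RNC-mRNA this rests on replicate 2 of *rps7*∆ at 48 h, without which it is 84.8 ppm. Per host gene reads, however, the highest library was 33.4 times the lowest in mRNA and 63.1 times in RNC-mRNA, and 11 of 12 mRNA comparisons and 6 of 12 RNC-mRNA comparisons with wt passed an adjusted p of 0.05 (edgeR, Benjamini-Hochberg). Where the paper takes the relative mRNA level as unchanged, Phy mRNA in *rps7*∆ had a log2 fold change of 0.69 at 24 h, −2.75 at 48 h and −1.45 at 72 h, all 3 past the adjustment, the first not in every refit without 1 library. Of the translation ratio, which the paper also states to be unchanged, 0 of 4 strains passed the adjustment in edgeR, 0 had an unadjusted p under 0.05, and DESeq2 called 0. This does not show an unchanged ratio, since the standard errors of the log2 fold changes were near 0.350. All 4 averages lay below wt (−0.53, −0.07, −0.49 and −0.61). They share the wt libraries, so their common sign is not counted as evidence of a change. The sign in *rpl9a*∆ was not fixed, being positive in some refits without 1 library and under library size alone (0.13). Per host gene reads, the ratio in wt at 48 h was 0.776. It was 0.354 in *rps25*∆, 0.438 in *rpl38*∆, 0.526 in *rps7*∆ and 0.874 in *rpl9a*∆. At 24 h the ratio was above wt (0.737) in *rpl38*∆ (0.818) and *rpl9a*∆ (1.07). It was below in *rps7*∆ (0.588) and *rps25*∆ (0.547). At 72 h it was above wt (0.597) in *rps7*∆ (0.730) and *rps25*∆ (0.731). It was below in *rpl38*∆ (0.545) and *rpl9a*∆ (0.480). The single times were not tested.
The paper states that the chaperones showed almost no significant change. Over the whole list by the criterion of its tables, 541 of 660 comparisons in mRNA and 526 in RNC-mRNA were not called. At an adjusted p under 0.05 in edgeR with Benjamini-Hochberg adjustment, 96 were higher and 319 lower in mRNA, which goes against the statement in mRNA by that count, and 38 were higher and 227 lower in RNC-mRNA. Under library size alone, 155 were higher in mRNA, and 114 were higher and 137 lower in RNC-mRNA.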

Other observations

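The named genes and the simulation of shared wt libraries were planned, and all other tests in this part were chosen only after the result was seen.
The deposited rpkM of Phy is nearly constant. It equals, within 0.473 rpkM in 60 libraries, the reads of Phy plus 1 per kilobase, scaled to the Phy reads of the library. This is consistent with an rpkM scaled to the reads of Phy alone, as in a mapping to a reference that held only Phy. Scaled in this way, the value holds no information on the level of Phy relative to other genes, and its spread follows the number of Phy reads. Per host gene reads, Phy spanned 33.4-fold over the mRNA libraries and 63.1-fold over the RNC-mRNA libraries. This argues against a constant level of Phy as the cause.
The log2 fold changes of Table S6 are unlike those of the mRNA counts, with correlations over the 55 genes of −0.36 to 0.58. In 4 of the 12 columns the correlation lay above the highest of 1000 shuffled orders of that column, with 0.577 against 0.389 in *rpl38*∆ at 24 h, 0.552 against 0.372 in *rps25*∆ at 24 h, 0.482 against 0.442 in *rpl9a*∆ at 48 h and 0.393 against 0.391 in *rpl9a*∆ at 24 h. In the other 8 it did not. A wrong match of gene IDs is argued against by Table S7, which was matched by the same rule and had a lowest correlation of 0.999888. Swapped mRNA groups are argued against too, since the highest correlation of a column of Table S6 with any of 870 ordered pairs of groups was 0.774. A different order of genes in Table S6 would leave the sorted values in place, but the smallest of the largest differences between sorted values was 0.237 over the 12 columns, against at most 0.0799 in Table S7. What the values of Table S6 were made from stays open.
The library labelled *rpl9a*∆ 72 h RNC-mRNA replicate 2 is unlike the other replicate. Over 5200 genes, taken relative to the mean of the assay, its highest correlation with the mRNA of its labelled strain and time was −0.372, and its nearest mRNA library was replicate 1 of *rpl9a*∆ at 48 h (0.640). Replicate 1 had 0.733 with the mRNA of its own group. Depth of the library is argued against, since 21 RNC-mRNA libraries had fewer reads, and in each of them the higher of its 2 correlations with the mRNA of its own strain and time was at least 0.606. A mislabelled sample or a culture at another stage could give this, and genes are not independent replicates. Results of *rpl9a*∆ at 72 h in RNC-mRNA rest on this library and 1 other.
Of the genes tested, 56.8% in mRNA and 51.5% in RNC-mRNA had the same sign in at least 9 of the 12 comparisons. Shared wt libraries alone gave 31.8% and 32.5% in 20 simulated draws. Mean correlations over genes between the strains were 0.549 and 0.594, against 0.480 and 0.531 in the simulation. Past the adjustment with such a sign were 946 genes in mRNA (433 higher, 513 lower) and 191 in RNC-mRNA (75 higher, 116 lower). Besides the c157 IDs, with mean log2 fold changes of 8.17 and 8.87 in mRNA and 7.91 and 6.68 in RNC-mRNA, the rule named Pipas_chr3_0987 (−3.39 in mRNA and −3.30 in RNC-mRNA) and Pipas_chr1-4_0188 (−3.37 and −3.58). Fold changes of the c157 IDs depend on the few reads in wt. The remaining named chaperones were Pipas_chr2-1_0042, with a mean log2 fold change of −1.05 in mRNA and −0.88 in RNC-mRNA, and Pipas_chr3_0170, with −1.11 in RNC-mRNA on a listed length of 25.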
